# Exon expression profiling reveals stimulus-mediated exon use in neural cells

**DOI:** 10.1186/gb-2007-8-8-r159

**Published:** 2007-08-02

**Authors:** Adrienne E McKee, Nicola Neretti, Luis E Carvalho, Clifford A Meyer, Edward A Fox, Alexander S Brodsky, Pamela A Silver

## Abstract

**Background:**

Neuronal cells respond to changes in intracellular calcium ([Ca^2+^]_i_) by affecting both the abundance and architecture of specific mRNAs. Although calcium-induced transcription and transcript variation have both been recognized as important sources of gene regulation, the interplay between these two phenomena has not been evaluated on a genome-wide scale.

**Results:**

Here, we show that exon-centric microarrays can be used to resolve the [Ca^2+^]_i_-modulated gene expression response into transcript-level and exon-level regulation. Global assessments of affected transcripts reveal modulation within distinct functional gene categories. We find that transcripts containing calcium-modulated exons exhibit enrichment for calcium ion binding, calmodulin binding, plasma membrane associated, and metabolic proteins. Additionally, we uncover instances of regulated exon use in potassium channels, neuroendocrine secretory proteins and metabolic enzymes, and demonstrate that regulated changes in exon expression give rise to distinct transcript variants.

**Conclusion:**

Our findings connect extracellular stimuli to specific exon behavior, and suggest that changes in transcript and exon abundance are reflective of a coordinated gene expression response to elevated [Ca^2+^]_i_. The technology we describe here lends itself readily to the resolution of stimulus-induced gene expression at both the transcript and exon levels.

## Abstract 2

Exon centric microarrays were used to resolve the calcium-modulated gene expression response into transcript-level an exon-level regulation.

## Background

The human genome is composed of 20,000-25,000 genes, which is roughly the same number as that of the mustard plant *Arabidopsis thaliana*, and only three to four times the number found in budding yeast [1-3]. These protein-coding segments are charged with the responsibility of establishing diverse organ types, such as brain, and with directing complex organ function within the context of stringent temporal and spatial constraints. As such, the human genome is faced with the task of encoding enormous complexity without the expected commensurate increase in gene number, begging the question of how such diversity and complexity is achieved.

Two prime strategies toward increasing complexity involve varying the abundance and the sequence structure of expressed mRNAs. Transcription and mRNA turnover affect the amount of whole transcripts present in a population. However, other forms of regulation affect the architecture of mRNA transcripts and significantly contribute to the complexity of gene expression. Alternative splicing and the processes of alternative transcription initiation and termination modify the nucleotide sequence of the transcript and therefore have the potential to influence both protein function and transcript stability [4-9].

The mammalian nervous system serves as a constructive model in which to study complex gene expression, because its anatomically and physiologically diverse cell types place unique demands on RNA processing. Recent *in situ *hybridization studies of expression in mammals have found that approximately 80% of all genes are expressed somewhere in the brain [10]. The brain also demonstrates the greatest amount of alternative splicing relative to other tissues [5,9]. Furthermore, the phenomenon of activity-dependent transcription, whereby cells react to transient changes in calcium (Ca^2+^) by affecting specific gene expression, is fundamental to the ability of the nervous system to institute long-term changes that affect learning and memory [11,12]. We are interested in how neural cells control and coordinate both of these demands - producing new transcripts and varying exon use - when they are challenged by differing environmental conditions.

In neural cells, Ca^2+ ^signaling has previously been shown to induce changes in the abundance of transcripts and in the diversity of specific mRNA isoforms [13-21]. Although Ca^2+^-induced transcription and transcript variation have both been recognized as important sources of neural gene regulation, the interplay between these two phenomena has not been evaluated on a genome-wide scale. Here, we use a high-density exon-centric microarray to examine gene expression in human IMR-32 neuroblastoma cells exposed to elevated intracellular Ca^2+ ^([Ca^2+^]_i_) concentrations. Both the influx of Ca^2+ ^through plasma membrane channels and the release of Ca^2+ ^from intracellular sources modulate neuronal gene expression [22,23]. We therefore analyzed cells treated over a time course of potassium chloride (KCl) membrane depolarization or treated with thapsigargin (TPG), a drug that inhibits endoplasmic reticulum (ER) Ca^2+ ^pumps, causing the release of ER-stored Ca^2+ ^ions into the cytoplasm [24].

We find that Ca^2+^-induced changes in exon abundance generate transcript variants of ion channels, neuroendocrine secretory proteins, and metabolic enzymes. Furthermore, we show that exons modulated by membrane depolarization are found in plasma membrane associated and Ca^2+ ^ion binding proteins. Our data link specific stimuli to expression behavior of distinct exons, and suggest that changes in transcript and exon abundance are reflective of a coordinated temporal transcriptional and post-transcriptional response to elevated [Ca^2+^]_i_.

## Results

### Exon-centric microarrays identify Ca^2+^-mediated changes in transcript and exon abundance

To examine the effects of Ca^2+ ^on a genome-wide scale, we treated human IMR-32 neuroblastoma cells with either depolarizing levels of KCl, which mediate an influx of extracellular Ca^2+ ^through plasma membrane channels, or with TPG, which causes intracellular Ca^2+ ^release from ER stores (Figure 1a). To gain additional information about the temporal gene expression response to elevated [Ca^2+^]_i_, we collected RNA from cells depolarized for a time series from 30 min to 24 hours. We chose the IMR-32 line [25] because several reports have demonstrated its usefulness for studying calcium dynamics, neuroblastoma differentiation, and cell stress and apoptosis [21,26-29]. We verified that our treatments were altering gene expression by examining transcripts that are known to be affected by these stimuli [21,30,31]. PCR performed on cDNA from untreated and treated cells demonstrated KCl and TPG induced transcription of the immediate-early *early growth-response factor 1 *(*EGR1*) gene, TPG induced transcription the *X-box binding protein *1 (*XBP1*) gene, and KCl and TPG induced splicing of the *plasma membrane calcium pump PMCA2*. We find that the expression of *EGR1 *is upregulated 14-fold upon 0.5 hours of KCl treatment but returns to basal levels by 6 hours after KCl addition. *EGR1 *is also upregulated upon prolonged TPG exposure. *XBP1 *expression, in contrast, is selectively upregulated 3.7-fold by TPG. See Additional data file 1 for quantification of transcript changes.

**Figure 1:**
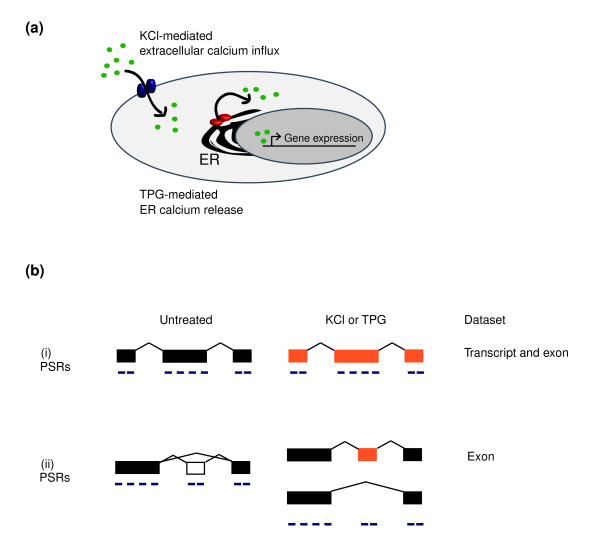
Exon-centric microarrays detect Ca^2+^-mediated changes in transcript and exon abundance. **(a) **Potassium chloride (KCl)-induced membrane depolarization and thapsigargin (TPG) treatment increase intracellular calcium (Ca^2+^) concentrations via extracellular Ca^2+ ^influx through plasma membrane channels and via release of Ca^2+ ^from intracellular stores, respectively. Ca^2+ ^(green) acts as a second messenger to effect gene expression. **(b) **Whole transcripts (i) and individual exons (ii) that exhibit a change in abundance in response to KCl or TPG can be identified because of the distribution of probes selection regions (PSRs; purple) into exonic regions (orange indicates a change in abundance). All of the PSRs of a transcript are used to determine transcript abundance, whereas the PSRs of an exon are used to determine exon abundance. The inclusion of an exon or transcript into one of two separate datasets (transcript or exon) was determined using a combination of fold change and statistical significance cut-offs (see text).

We used Affymetrix GeneChip Human Exon arrays [32] to investigate exon expression in unstimulated and stimulated IMR-32 cells. 

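IMR-32 is an established human neuroblastoma cell line, and thapsigargin (TPG) is an inhibitor of the calcium pump of the ER. The arrays covered untreated cells, cells kept in TPG (5 µM) for 24 h, and cells depolarized by KCl at 50 mM, taken after 0.5 h, 1.5 h, 3 h, 6 h, 12 h and 24 h. According to the paper, cells were starved of serum before the treatments. Untreated cells stand for time 0, and no untreated group was taken at the later times. Each of the 8 groups had 3 arrays, described by the paper as biologic triplicates, and the number of arrays limits the precision. Every array gave a signal for probe sets, each a few probes for one stretch of an exon, and for whole RefSeq transcripts. The authors quantile-normalized all 24 arrays together and summarized the probes with PLIER, which gave intensities as whole numbers on a linear scale. From there, the 25% of features with the lowest mean intensity were left out, 1 was added and the log2 values were fitted with limma over the 8 groups. This kept the 15124 transcripts with a mean above 69 and the 1058114 probe sets with a mean above 12.7. A feature entered a dataset when limma's F-test over the comparisons passed an FDR of 0.005 for transcripts or 0.01 for probe sets and it changed at least 1.5-fold in a comparison called by the nested F procedure. The KCl datasets compare the 6 times with untreated cells, and the TPG datasets compare TPG with untreated cells and with KCl at 24 h. A single transcript is said to rise or fall where its adjusted p in the comparison named is under 0.05, and ± is the SD of 3 arrays. Control probe sets in introns, which report background, had a mean log2 signal of 5.21 ± 0.22 in untreated cells, 5.57 ± 0.13 at 12 h of KCl, 5.70 ± 0.10 at 24 h of KCl and 5.50 ± 0.02 with TPG. The 24 h KCl arrays all lay above the untreated arrays (2-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Control probe sets in exons of commonly expressed genes were at 9.40 ± 0.11 in untreated cells and 9.25 ± 0.13 at 24 h of KCl. The third arrays of the 12 h and 24 h KCl groups stood apart from their groups, with first exons brighter than last exons by 0.72 and 0.77 on the log2 scale, against a mean of 0.53 ± 0.09 in untreated cells.

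**Figure D1:**
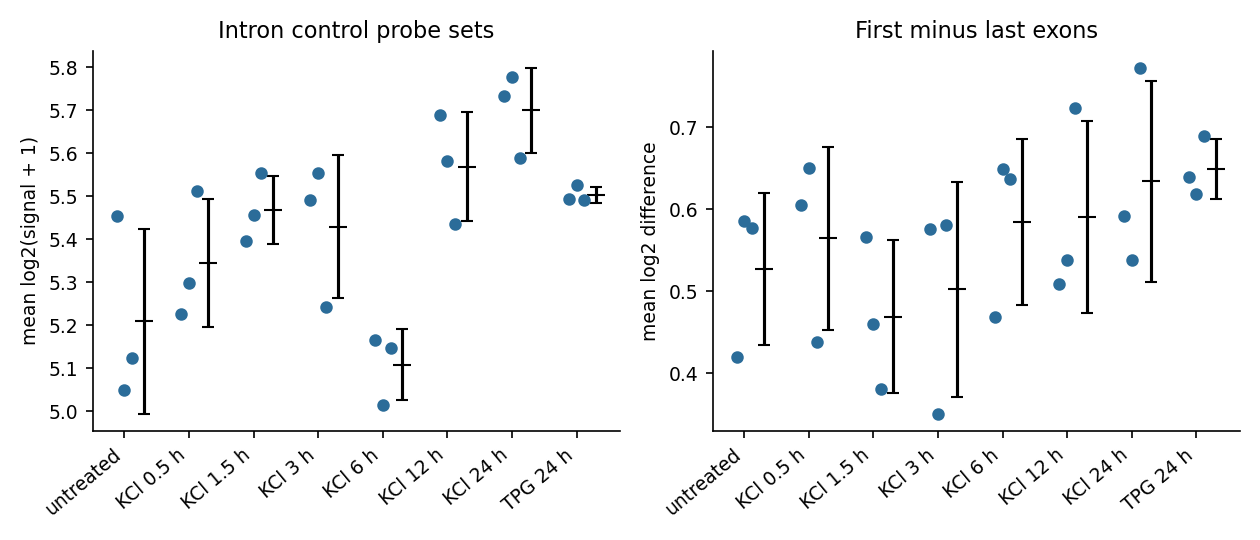
Control measures of the 24 arrays by group, with time in h. Left, the mean log2(signal + 1) of the 2903 intron control probe sets. Right, the mean log2 difference between first and last exons. Points are single arrays and bars are the mean ± SD of 3 arrays, and the intron controls are highest at 24 h of KCl.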

Figure 1b illustrates how the distribution of probe sets into exon regions enables evaluation of individual exons and whole transcripts. Biologic triplicate RNA samples were processed according to the Affymetrix whole genome amplification procedure (see Materials and methods, below) before hybridization to the exon array. All of the probes within a transcript were used to determine transcript abundance, whereas probe sets specific to an individual exon were used to determine exon abundance.

We generated two separate datasets (exon and transcript) from each triplicate set of arrays (Figure 1b). Differential expression between each time point and the initial, unstimulated time point was tested via a moderated *t*-test and an overall call for all times was generated via a moderated F-test [33]. *P *values from the F test were corrected for multiple testing to control the false discovery rate (FDR) [34]. To identify Ca^2+^-regulated RefSeq defined mRNAs, we applied two cut-offs: a ≥1.5 mean fold change and a FDR of 0.01 for the exon dataset and a FDR of 0.005 for the transcript dataset. 

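The abundance of an exon can move with its whole transcript or apart from it, for instance when splicing skips the exon or when another promoter is used. Depolarization left few exon changes in the first hours: probe sets in 594 RefSeq transcripts passed both criteria at 0.5 h, in 441 at 1.5 h and in 383 at 3 h. The number then grew to 1248 transcripts at 6 h, 3597 at 12 h and 4002 at 24 h, and TPG changed probe sets in 7009 transcripts against untreated cells. Over all KCl times 36551 probe sets passed, of which 8580 are assigned to a RefSeq transcript, and these fell in 5294 transcripts. For TPG, 69870 probe sets passed, of which 24202 are assigned, in 7763 transcripts. The tested background was 221279 assigned probe sets in 18001 transcripts. Over all called probe sets, assigned or not, rises outnumbered falls, with 15505 and 9042 at 24 h of KCl and 32503 and 29697 with TPG. Counted by RefSeq transcript the balance was the other way: a rising probe set was found at 24 h of KCl in 1436 transcripts, and a falling one in 2689, and with TPG in 3115 and 4234. The intron controls lay above untreated cells by 0.49 at 24 h of KCl and by 0.29 with TPG on the log2 scale. Most called probe sets were not assigned, and whether background adds to their rises is open. With only the arrays compared in the fit, the number of transcripts was 2712 for KCl and 766 for TPG. The KCl number was 3128 without the filter on low signal and 2485 without replicate 1 of KCl at 24 h.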

Using these criteria, we find that 5,139 (KCl) and 8,533 (TPG) RefSeq transcripts contain one or more exons that change in abundance upon stimulation for at least one time point. 

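The largest changes of whole transcripts at 24 h of KCl were falls. FAM162A (NM_014367), a mitochondrial protein gene, fell by 2.61 on the log2 scale (SE 0.30, adjusted p = 3.57e-06), or by 2.48 relative to the median of all transcripts tested, which lay at -0.13. The gene of the cell cycle inhibitor CDKN1A fell by 1.87 (adjusted p = 3.57e-06). Subtracting that median raises every change given for 24 h of KCl by the same amount. Rises were smaller, led by the tachykinin gene TAC4 at 1.08 (SE 0.14, adjusted p = 1.06e-05), from 115 ± 21.5 to 242 ± 33.7. Transcripts called higher at 24 h of KCl were dim, with a median signal of 117.9 against 210.9 for all transcripts tested. The intron controls rose by 0.49 on the same arrays, so whether background contributes to such rises is open. With TPG, the cystine transporter gene SLC7A11 (NM_014331) rose by 6.05 (SE 0.25, adjusted p = 4.86e-14), and the growth factor binding protein gene IGFBP5 was at -3.88 (SE 0.12, adjusted p = 3.16e-16). The KCl transcript dataset held 1429 transcripts of 1101 genes and the TPG dataset 4117 transcripts of 3087 genes, of which 3286 were called against untreated cells. By the nested F procedure KCl raised 9 and lowered 4 transcripts at 0.5 h, 1 and 3 at 1.5 h, 14 and 10 at 3 h, 29 and 191 at 6 h, 114 and 624 at 12 h, and 187 and 1066 at 24 h. These splits depend on how the arrays are scaled: at 6 h they became 64 and 83 with a further quantile normalization and 94 and 97 with median centring, and at 24 h 347 and 608, and 285 and 786. Adjusted within each comparison by limma, no transcript passed at 0.5 h, although 2069 had an unadjusted p under 0.05, and 5797 passed at 24 h (1637 higher and 4160 lower; 2854 and 3212 with the quantile normalization). At 6 h 219 were higher and 1281 lower, which turned to 1073 and 960 with median centring. The count at 24 h was 3319 without replicate 3 of KCl at 24 h and 3855 without replicate 1 of the untreated cells.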

Through separate analysis of all of the probes in a RefSeq transcript, we identified 1,505 (KCl) and 3,489 (TPG) whole transcripts that exhibited a change in abundance upon treatment. Full lists of significantly changing transcripts and exons are presented in Additional data files 2 and 3.

Venn diagrams showing the overlap of the exon and transcript datasets for KCl and TPG treatments are presented in Figure 2. All significantly changing transcripts identified throughout the KCl time course are represented in a single diagram. For each diagram, the intersection represents those transcripts that demonstrated an abundance change through both interrogation of their individual exons (exon dataset) and of all of the probes comprising that transcript (transcript dataset). 

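EGR1 is an immediate-early transcription factor gene that rises within minutes of depolarization, and XBP1 encodes a transcription factor of the ER stress response. The EGR1 transcript (NM_001964) went from 361 ± 10.3 in untreated cells to 559 ± 61.9 after 0.5 h of KCl, a log2 change of 0.62 (SE 0.13). Its F-test over the 6 KCl times passed at an adjusted p of 0.000385, which placed it in the KCl dataset, while the 0.5 h comparison adjusted on its own did not pass (adjusted p = 0.124, unadjusted p = 0.000133 from limma). That comparison passed in fits chosen after the values were seen: with the intron control level as a covariate (0.72, adjusted p = 0.00939), with the first-to-last exon balance as a covariate (0.57, adjusted p = 0.00239) and without the third arrays of KCl at 12 h and 24 h (adjusted p = 0.0226). Both covariate fits take their slopes from differences between arrays of the same group. They called many transcripts at 0.5 h, where the main fit called none, so passing there says little about EGR1 alone. The XBP1 transcript (NM_005080) went from 315 ± 63.8 to 2152 ± 65.0 with TPG, a log2 change of 2.79 (SE 0.15, adjusted p = 5.96e-12), and was in the TPG dataset. At 24 h of KCl its log2 change was 0.03 (adjusted p = 0.902), and the difference between TPG and KCl at 24 h was 2.76 (adjusted p = 1.41e-11).

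**Figure D2:**
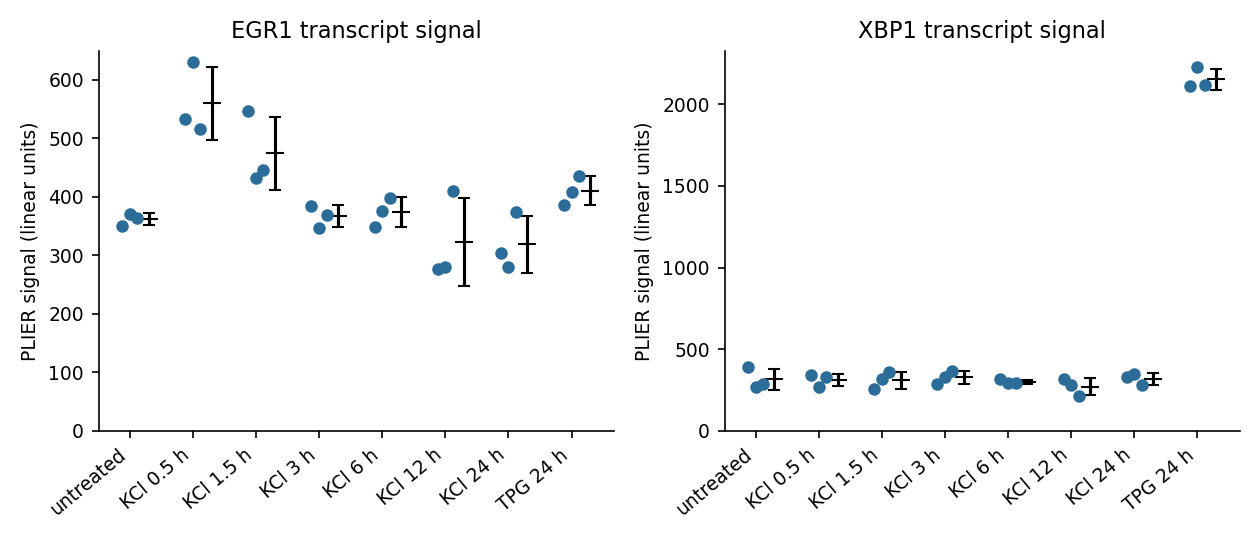
Signal of the EGR1 (left) and XBP1 (right) transcripts on the 24 arrays, in PLIER units on a linear scale, by group with time in h. Points are single arrays and bars the mean ± SD of 3 arrays. EGR1 is highest at 0.5 h of KCl and XBP1 with TPG.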

Notably, *EGR1 *is found in the intersection of the KCl transcript and exon datasets, whereas *XBP1 *is found in the intersection of the TPG transcript and exon datasets, thereby verifying that the array and our analytical approach were capable of identifying transcripts that are known to be affected by these stimuli (Figure 2).

**Figure 2:**
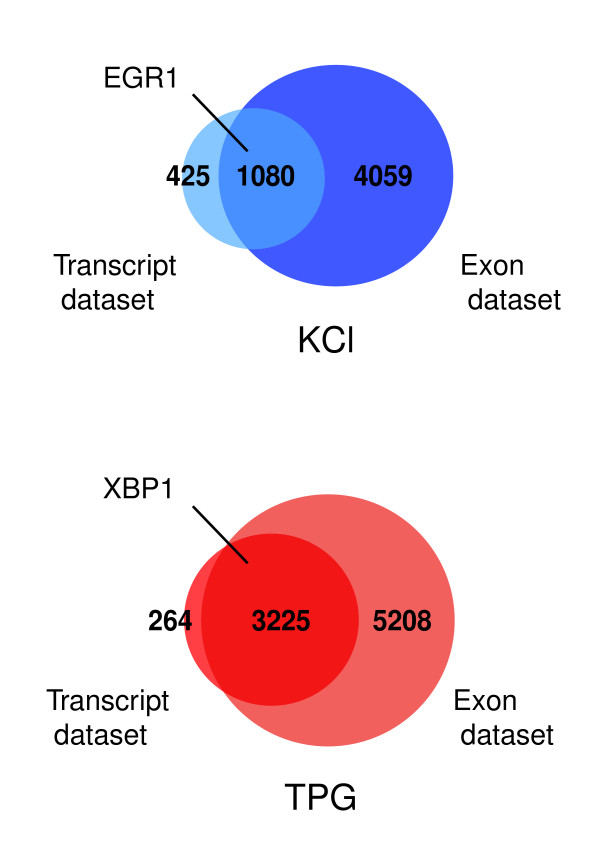
Thousands of genes are affected by elevated intracellular calcium. Venn diagrams show the intersection of potassium chloride (KCl) and thapsigargin (TPG) transcript and exon datasets. Indicated in bold are the number of transcripts in each dataset. All significantly changing transcripts identified in the KCl time course are represented. A subset of transcripts were scored as changing in abundance, even though individual exons within these transcripts were not scored as showing statistically significant changes in expression levels. This is a statistical artifact that results from using data from only a few probes per exon (typically four), but many more probes per transcript. See Materials and methods. Light blue indicates KCl whole transcript changes, and dark blue indicates transcripts that display a change in exon abundance upon KCl. Dark red indicates TPG whole transcript changes, and light red indicates transcripts that display a change in exon abundance upon TPG. Identification of early growth-response factor 1 (*EGR1*) and X-box binding protein 1 (*XBP1*) in specific datasets is indicated.

Because transcript estimates are a direct composite of individual exon use, we expected the transcript and exon datasets to overlap significantly. Indeed, 72% (KCl) and 91% (TPG) of the components of the transcript datasets were recognized as containing significantly changing exons (Figure 2). In addition to representing transcript abundance changes, this region of intersection is likely to signify those genes that are undergoing changes both in abundance and in transcript architecture. 

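When a gene is switched on or off as a whole, its exons should change together, and most transcripts called as a whole also had a called exon. Of the 1146 transcripts of the KCl dataset with a tested probe set, 882 held a probe set of the KCl exon dataset. For TPG, 2882 of 3329 did, or 86.6%. Where transcripts were matched through their gene, which was chosen after the values were seen, the shares were 82.9% for KCl and 92.8% for TPG.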

The outlying constituents of the exon dataset, in contrast, show an exon change without a commensurate change in transcript abundance, indicating that only a subset of exons in a transcript are affected. Finally, the outlying fraction of the transcript datasets represents those transcripts for which no single exon passed the selection criteria, presumably because of greater variability at the probe set level (see Materials and methods, below). 

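A transcript that changes as a whole tends to show the change in more of its exons. Transcripts found in the exon dataset alone had a median of 1 called probe set out of 14 tested, for KCl and for TPG. Those called as whole transcripts too had a median of 2 out of 11 for KCl and 4 out of 13 for TPG. A single called probe set carried 74.7% of the KCl transcripts found by exons alone and 34.5% of those found both ways. With TPG these shares were 65.2% and 17.8%.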

Fewer exons were identified as changing in transcripts among the exon datasets than in the Transcript datasets, as shown in Additional data file 4.

### Ca^2+^-mediated changes in transcript abundance are associated with functional gene categories

In order to characterize the transcripts that are regulated by KCl, we identified groups of transcripts that exhibit similar patterns of expression between stimuli and across time points. Using hierarchical clustering with a correlation analysis on the expression of constituents of the KCl transcript dataset [35], we identified specific clusters of genes that respond to KCl and TPG in similar manners (Figure 3a). 

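The largest cluster of the KCl dataset held transcripts that fell late with KCl and fell with TPG, among them the hormone gene STC1, the mitochondrial cell death gene BNIP3 and the developmental transcription factor gene GLI3. It had 798 transcripts of 622 genes, with a median log2 change of -0.62 at 12 h, -0.74 at 24 h and -0.82 with TPG. Of the genes of sterol and fatty acid synthesis measured, 13 of 26 lay in this cluster (odds ratio 17.6, adjusted p = 4.68e-09, Fisher's exact test), as did 14 of 20 glycolysis genes (odds ratio 41.0, adjusted p = 4.01e-12), against 622 of 11333 genes tested. The second cluster, with 350 transcripts of 275 genes, fell with KCl (-0.71 at 24 h) and had a median change of -0.00 with TPG. The cluster of 200 transcripts that held the potassium channel gene KCNK7 rose at 12 h (median 0.60), at 24 h (0.67) and with TPG (0.58), at a mean signal of 119.6, the lowest of the 6. A smaller cluster of 50 transcripts was lowest at 6 h, with a median of -0.74. Clusters were taken from a tree of 1 minus the correlation between standardized group means with average linkage, a choice the paper's text does not give. With complete linkage the largest cluster had 980 transcripts.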

Each plot in Figure 3a represents the averaged expression behavior of the transcripts in the indicated cluster. Error bars indicate the deviation from the mean for the entire cluster. The size of each cluster varies. For example, 13 genes were shown to be upregulated by KCl treatment at the intermediate time points of 3 and 6 hours, with little to no change at early and late time points (Figure 3a, cluster T4). 

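ZNF143 and GABPB1 are transcription factor genes with housekeeping targets, and PPARG encodes a nuclear receptor. These 3 genes lay in a cluster of 12 transcripts of 7 genes whose median log2 change was 0.08 at 0.5 h, 0.66 at 3 h, 0.63 at 6 h and 0.20 at 24 h of KCl. The other genes were FIGN, GPR75, PRDM10 and SLC6A6. With TPG the median of the cluster was -0.09. A second group of 19 transcripts, with the transcription factor gene ETV5 and the splicing kinase gene CLK1, also rose at 6 h (median 0.73) and rose further with TPG (median 0.93).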

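In the 6 clusters EGR1 did not stand alone. Its profile, with its highest value at 0.5 h and its lowest values at 12 h and 24 h of KCl, placed it in the cluster of transcripts that fell with KCl and not with TPG, together with ARRDC3. When only the KCl and untreated groups were clustered, the tree gave clusters of very unequal size, the largest with 1182 transcripts.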

The sole transcript in cluster T6 is the immediate-early response gene *EGR1 *(Figure 3a, cluster T6).

**Figure 3:**
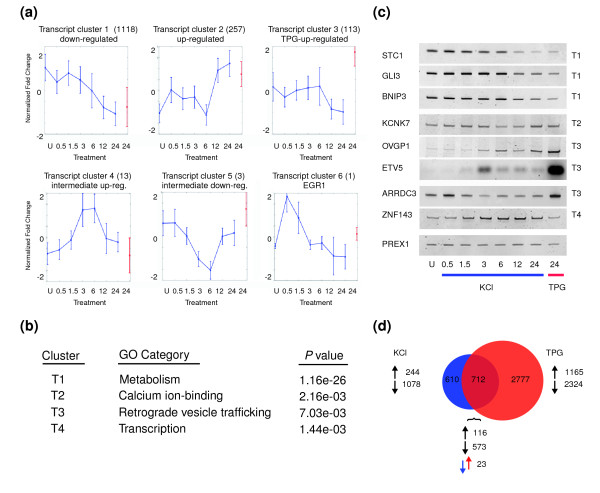
Calcium-mediated changes in transcript abundance are enriched for functional gene categories. **(a) **Hierarchical clustering of the potassium chloride (KCl) transcript dataset identifies six major patterns of gene expression over the 24-hour time course. The number of transcripts contained in each cluster is designated in parentheses. Shown in each plot is the averaged expression behavior of all transcripts in the indicated cluster, with error bars indicating the deviation from the mean for the entire cluster. Expression behavior of each transcript was obtained by subtracting the mean of all points at all times from each expression value in the original time series, and dividing by the standard deviation. KCl-treated time points are indicated in blue. Thapsigargin (TPG) treatment is indicated in red. **(b) **Gene Ontology (GO) analyses of the transcripts in each cluster reveals functional enrichment in clusters T1 to T4. **(c) **Polymerase chain reaction performed on cDNA from treated and untreated IMR-32 cells validates changes in transcript abundance predicted by the microarray data. *PREX1*, a gene whose abundance was not predicted to change, served as a normalization control. **(d) **Transcripts regulated by KCl stimulation at 24 hours are similarly affected by TPG treatment. Numbers indicate upregulated and downregulated transcripts. Among those transcripts affected by both KCl and TPG, 116 were upregulated and 573 were downregulated. *ARRDC3*, arrestin domain containing 3; *BNIP3*, BCL2 adenovirus E1B 19 kDa interacting protein 3; *ETV5*, ets variant gene 5; *GLI3*, GLI-Kruppel family member 3; *KCNK7*, potassium channel, subfamily K, member 7; *PREX1*, phosphatidylinositol 3,4,5-trisphosphate-dependent RAC exchanger 1; *OVGP1*, oviductal glycoprotein 1; *STC1*, stanniocalcin 1; *ZNF143*, zinc finger protein 143.

Gene ontology (GO) [36,37] analyses performed on the set of genes in each cluster show that the four largest clusters (clusters T1 to T4; Figure 3a) are enriched for different functional gene classes, indicating that functionally related groups of genes are co-regulated upon KCl and TPG stimulation. Representative enriched classes for each cluster are listed in Figure 3b. Significant GO categories for each class are presented in Additional data file 5.

mRNAs encoding proteins that are involved in cellular metabolism, ion transport, retrograde vesicle-mediated transport from the Golgi to the ER, and transcription are over-represented among transcripts affected by elevated [Ca^2+^]_i_. These gene classes exhibit different expression profiles over the KCl time course. Metabolism genes, including lipid, carbohydrate, and nucleic acid synthesizing genes, are downregulated upon increased KCl exposure, perhaps reflecting an overall decrease in energy consumption with increased exposure to cellular stress. In contrast, transcripts that encode proteins at the plasma membrane and ion transporters, including Ca^2+ ^ion binding proteins, are upregulated, pointing to an augmented requirement for ion homeostatic regulating factors with prolonged exposure to elevated [Ca^2+^]_i_. 

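The losses at 24 h of KCl reached the enzymes of several synthetic pathways. The glycolytic enzyme gene ALDOC fell by 1.77 (SE 0.13, adjusted p = 5.59e-08), or by 1.64 relative to the median of all transcripts, and the glucose transporter gene SLC2A1 fell by 1.51 (adjusted p = 3.57e-06). Among sterol genes the regulator INSIG1 changed by -1.23 (SE 0.14, adjusted p = 4.25e-06) and the synthase gene HMGCS1 by -0.95 (adjusted p = 0.000343), and the nucleotide enzyme gene TK1 changed by -1.20 (adjusted p = 1.29e-07). For lists of genes fixed before the data were examined, 21 of 26 sterol and fatty acid genes fell and none rose (21 adjusted over the list alone), with a median of -0.51 relative to all transcripts. Of 20 glycolysis genes 17 fell and 1 rose (17 and 2 adjusted over the list alone), with a median -0.78 against all transcripts, and of 23 nucleotide synthesis genes 14 fell and none rose (14 adjusted over the list alone). By the competitive set test camera, with a preset correlation of 0.01 between genes, the adjusted p was 1.72e-07 for sterol, 5.2e-09 for glycolysis and 0.00136 for nucleotide synthesis. With an estimated correlation, none of these 3 lists passed (adjusted p = 0.468, 0.468 and 0.682). The falls began by 12 h, when 15 sterol, 15 glycolysis and 9 nucleotide genes were lower, while at 6 h 4 members of each list were lower.

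**Figure D3:**
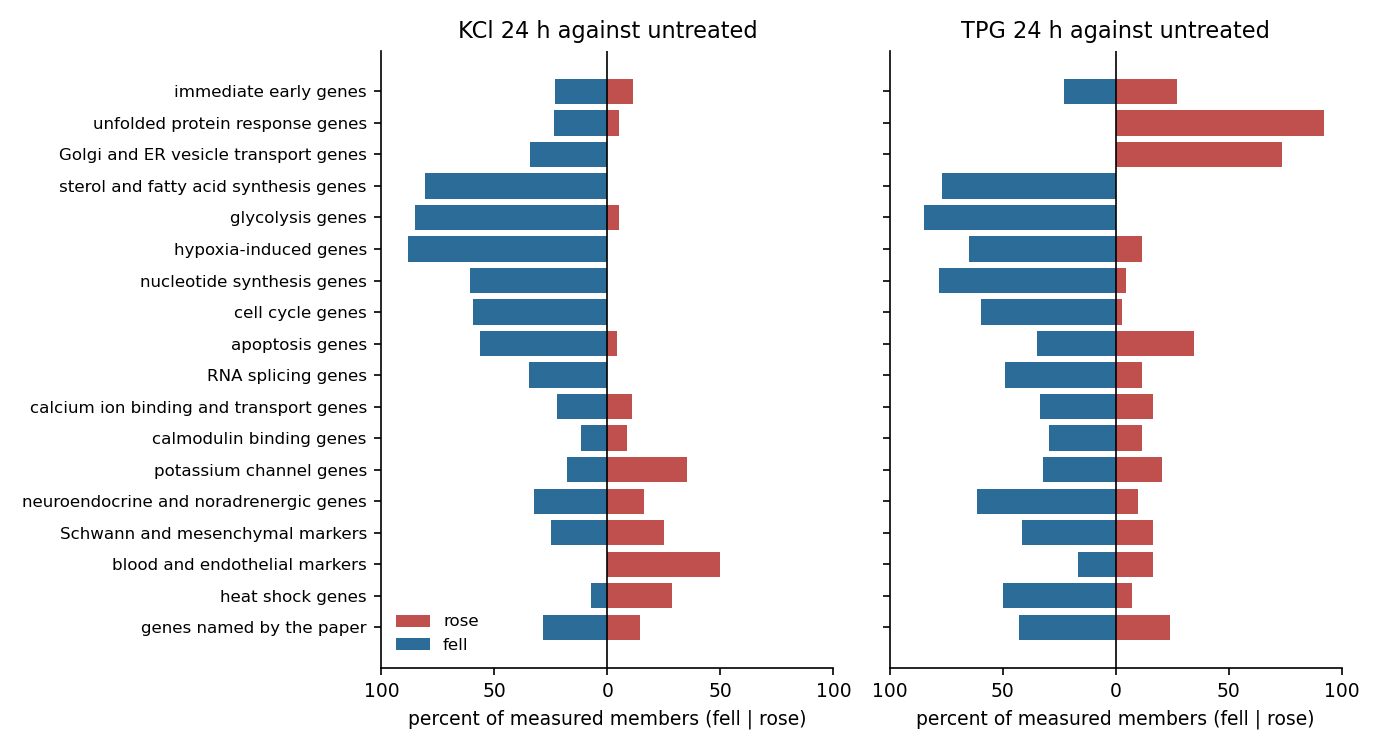
Members of each gene list that rose (red) or fell (blue) against untreated cells at 24 h of KCl (left) and with TPG (right), as a percent of the members measured, on a linear axis. Bars to the right count rises and bars to the left falls at an adjusted p under 0.05.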

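Several potassium channel genes rose as depolarization went on. The inward rectifier gene KCNJ12 was higher by 0.73 at 24 h (SE 0.19, adjusted p = 0.0057, lost without replicate 3 of KCl at 24 h), and at 12 h KCNJ4 was higher by 0.60 (adjusted p = 0.000239) and KCNJ8 by 0.58 (adjusted p = 0.000823). The pacemaker channel gene HCN4 and the accessory subunit gene KCNMB4 went the other way at 24 h, each by -0.76 (adjusted p = 6.86e-05 and 1.87e-05). Of 34 potassium channel genes 12 rose and 6 fell at 24 h (12 and 6 adjusted over the list alone), with a median 0.30 above all transcripts, and the set test passed with the preset correlation (adjusted p = 0.00107) and with an estimated correlation (adjusted p = 0.0238). Of 54 genes of calcium binding and transport, 6 rose and 12 fell (6 and 10 adjusted over the list alone; set test adjusted p = 0.395). That balance turned to 16 and 4 with a further quantile normalization of the transcript values and to 11 and 11 with median centring of the arrays. The calcium pump gene ATP2B2 rose by 0.35 (adjusted p = 0.00245; 0.23 and adjusted p = 0.0799 with the intron control level as a covariate, a fit chosen after the values were seen), whereas the neuronal calcium sensor genes HPCA and NCS1 changed by -0.62 and -0.57 (adjusted p = 0.00063 and 0.0014). The 187 higher transcripts at 24 h had a median signal of 117.9, against 210.9 for all transcripts, and the intron controls rose in the same arrays by 0.49 on the log2 scale.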

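Proteins of the COPI coat (COPE, COPG1) carry cargo back from the Golgi to the ER, and those of the COPII coat (SEC24D, SEC13, SAR1B) carry it forward. With TPG, SEC24D rose by 2.15 (SE 0.18, adjusted p = 4.38e-09), the Golgi SNARE gene STX5 by 1.86 (adjusted p = 2.41e-09) and SAR1B by 1.58 (adjusted p = 2.45e-06). Of 38 genes of Golgi and ER vesicle transport 28 rose with TPG and none fell (29 adjusted over the list alone; set test adjusted p = 4.19e-12, and adjusted p = 0.4 with an estimated correlation). KCl at 24 h lowered 13 of them and raised none (13 adjusted over the list alone; 13 lowered and 5 raised after a further quantile normalization), with COPE at -0.85 (adjusted p = 1.56e-05), SEC13 at -0.68 (adjusted p = 1.31e-05) and a set test adjusted p of 0.034 (adjusted p = 0.811 with an estimated correlation, 0.18 after that normalization). The difference between TPG and KCl at 24 h had a median of 1.09 over the list, with 33 of 38 members higher in TPG (set test adjusted p = 9.54e-18, and adjusted p = 0.237 with an estimated correlation). In the KCl dataset the 4 members called lay in the cluster that fell with KCl alone (odds ratio 4.79, adjusted p = 0.135, Fisher's exact test).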

Transcripts displaying increased expression under ER stress conditions (cluster T3; Figure 3a) are enriched for genes encoding proteins that are involved in retrograde vesicle-mediated transport from the Golgi to the ER, indicating a greater demand for proteins involved in the secretory pathway in response to ER stress. Finally, transcription factors are over-represented among genes that are transiently upregulated during intermediate KCl time points (cluster T4; Figure 3a). Genes in cluster T4 include the transcription factors GA binding protein, beta subunit 2 (*GABPB2*), zinc finger protein 143 (*ZNF143*), and peroxisome proliferator-activated receptor gamma (*PPARG*). These transcription factors are of particular interest because the timing of their expression suggests that they are secondary effectors of calcium signaling. 

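All 3 transcription factor genes peaked at the same time points. ZNF143 (NM_003442) rose by 1.07 at 6 h (SE 0.20, adjusted p = 0.00321), while its change of 0.95 at 3 h did not pass (adjusted p = 0.0601, and it passed without the signal filter and after both rescalings of the arrays). PPARG (NM_005037) was higher by 0.77 at 3 h (adjusted p = 0.0308) and by 0.74 at 6 h (SE 0.14, adjusted p = 0.0035). GABPB1 (NM_016654), the present symbol of the gene that the paper calls GABPB2, was higher by 0.66 at 3 h (adjusted p = 0.0483) and by 0.63 at 6 h (adjusted p = 0.006). The other tested GABPB1 transcripts did not pass at 3 h (adjusted p from 0.0563 to 0.0611) and passed at 6 h (adjusted p from 0.00811 to 0.0149). The 3 h calls of PPARG and GABPB1 were lost without some of the single arrays. By 24 h the changes were 0.43 for ZNF143 (adjusted p = 0.102, but 0.0143 after median centring and 0.016 after quantile normalization), 0.22 for PPARG (adjusted p = 0.234, but 0.046 after median centring) and 0.09 for GABPB1 (adjusted p = 0.608, but 0.0235 after quantile normalization). With the intron control level as a covariate, a fit chosen after the values were seen, GABPB1 was lower at 24 h (-0.45, adjusted p = 0.00483), so its direction there depends on the fit. With TPG, ZNF143 fell by 1.35 (adjusted p = 1.24e-05) and PPARG rose by 0.43 (adjusted p = 0.0172), a call lost without replicate 1 of TPG, without replicate 3 of the untreated cells and with that covariate (0.23, adjusted p = 0.192). GABPA, which encodes the DNA-binding partner of GABPB1, did not pass in any comparison of the main fit (0.26 at 3 h, adjusted p = 0.634), and was lower at 24 h of KCl with that covariate (-0.77, adjusted p = 0.00218). The covariate fit called most of the transcripts tested at 24 h of KCl, so its calls there say little about single genes.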

Notably, *PPARG *and the GABPB2-interacting protein *GABPA *were recently reported to be regulated in an activity-dependent manner in primary rat neurons [38].

We validated transcript abundance changes predicted from the microarray data by quantitative PCR (qPCR). Overall, we found very good accordance between PCR and microarray data using the criteria selected (see Additional data file 6 [part B] for a receiver operating characteristic plot of this data). Seventeen out of 21 transcripts that passed both the fold and *P *value criteria demonstrated a change by qPCR, whereas nine out of nine that were not predicted to show a difference in abundance did not. Examples of PCR-verified changes in transcript abundance, highlighting downregulated, upregulated, and differentially regulated transcripts from transcript clusters 1 to 4 are shown in Figure 3c. 

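The examples differ in when they change and in whether both stimuli move them. BNIP3 fell by 1.18 at 12 h of KCl (SE 0.20, adjusted p = 0.000318), then lay at -1.75 at 24 h (adjusted p = 3.85e-06) and at -2.45 with TPG (adjusted p = 2.12e-09). GLI3 fell by 0.46 at 6 h (adjusted p = 0.0197, lost without some of the single arrays), by 1.05 at 24 h (SE 0.12, adjusted p = 4.02e-06) and by 1.14 with TPG (adjusted p = 1e-07). KCNK7 (NM_033455), a potassium leak channel gene, rose by 0.67 at 24 h of KCl (SE 0.12, adjusted p = 0.000318) and by 0.35 with TPG (adjusted p = 0.0239, 0.0599 after a further quantile normalization). ETV5 rose by 0.85 at 3 h (SE 0.12, adjusted p = 0.00315, lost without replicate 1 or replicate 2 of KCl at 3 h), stood at 103 ± 4.73 against 47.7 ± 6.66 at 6 h (adjusted p = 2.29e-05), was near its untreated level at 24 h (0.03, adjusted p = 0.874), and rose by 4.26 with TPG (adjusted p = 5.09e-17). PREX1, the gene chosen by the paper for normalization, did not pass at any KCl time (-0.05 at 24 h, adjusted p = 0.613) and was lower by a small amount with TPG (-0.24, SE 0.07, adjusted p = 0.0074).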

Quantification of data shown in Figure 3c is presented in Additional data file 7.

We validated previously unreported instances of Ca^2+^-modulated transcript changes, such as decreased Ca^2+^-mediated expression observed for stanniocalcin 1 and increased expression of oviductal glycoprotein 1. 

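Stanniocalcin 1 is a secreted glycoprotein that acts on calcium and phosphate balance. The STC1 transcript (NM_003155) went from 286 ± 99.5 in untreated cells to 65.7 at 12 h of KCl, 50.3 ± 6.11 at 24 h and 44.7 with TPG. The log2 changes were -2.06 at 12 h (adjusted p = 2.19e-05), -2.43 at 24 h (SE 0.26, adjusted p = 1.85e-06) and -2.60 with TPG (adjusted p = 3.47e-08), with no difference found between TPG and KCl at 24 h (-0.17, adjusted p = 0.64). The oviductal glycoprotein 1 transcript OVGP1 (NM_002557) has a mean signal of 67.2 over the 24 arrays and was left out by the signal filter. Tested without the filter, it went from 42.7 ± 2.08 to 65.7 ± 7.02 at 24 h of KCl (log2 change 0.61, adjusted p = 0.000398) and to 128 ± 14.1 with TPG (1.56, adjusted p = 5.14e-10).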

We also verified examples of Ca^2+^-modulated transcripts that have been detected in rat cerebellar neurons [39,40] and in human SH-S5Y5 neuroblastoma cells in response to ER stress [31]. Our data provide new information about temporal expression behavior that is only distinguished through detailed time course analyses.

Thapsigargin treatment causes Ca^2+ ^influx into the cytoplasm by a mechanism that is distinct from KCl, and was therefore used as a point of comparison. 

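TPG and KCl were compared directly at 24 h. In this comparison, 3263 transcripts were higher with TPG and 2585 lower at an adjusted p under 0.05, and the dataset procedure called 1492 higher and 953 lower. Of genes chosen after their values were seen, the ER chaperone gene HSPA5 was higher with TPG by 2.59 (adjusted p = 2.26e-09) and the ER protein gene MANF by 2.48 (adjusted p = 5.34e-10), whereas the glycolysis gene LDHA was lower (-1.29, adjusted p = 1.81e-07). Against untreated cells, TPG raised 3021 transcripts and lowered 4519.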

TPG affected a greater number of transcripts than did KCl membrane depolarization (Figure 2).

However, more than half of the transcripts affected by KCl were similarly regulated by TPG exposure (Figure 3d). This finding points to a common response mode to different forms of [Ca^2+^]_i_, which is primarily transcriptional repression rather than transcriptional stimulation. 

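Of 1253 transcripts called at 24 h of KCl, 670 were also called with TPG, where 272 are expected by chance from the size of both sets (odds ratio 4.94, p = 1.19e-147, Fisher's exact test). Both stimuli raised 93 of them (12.4 expected) and lowered 551 (161 expected), which is 51.4% of the KCl calls, and 26 moved opposite ways. Genes of low oxygen and sugar metabolism were among those lowered by both, such as PDK1, PFKFB3 and PGAM1. Both comparisons use the same untreated arrays, and part of the excess may come from the shared controls. The untreated cells stand for time 0, and no untreated group was kept for 24 h. Changes that come with time in culture cannot be told apart here from effects of the stimuli. In 20 simulations with no change and with shared controls, no transcript was called in both. Noise was drawn there for each transcript on its own, so effects shared by the transcripts of an array were left out. Calls there needed an adjusted p under 0.05 in each comparison, not the dataset procedure behind the 670. The absence of calls therefore does not show how much overlap shared controls can give. The simulated changes correlated across transcripts at 0.500, against 0.480 in the data, because the untreated noise enters both. The covariance of the changes was 0.0930 in the data and 0.0110 in the simulations. Those raised by both numbered 203 without the signal filter and 45 with a pseudocount of 16. Without replicate 3 of KCl at 24 h the overlap was 394 transcripts (64 raised by both and 322 lowered by both), and after a further quantile normalization it was 443 (149 raised by both and 274 lowered by both).

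**Figure D4:**
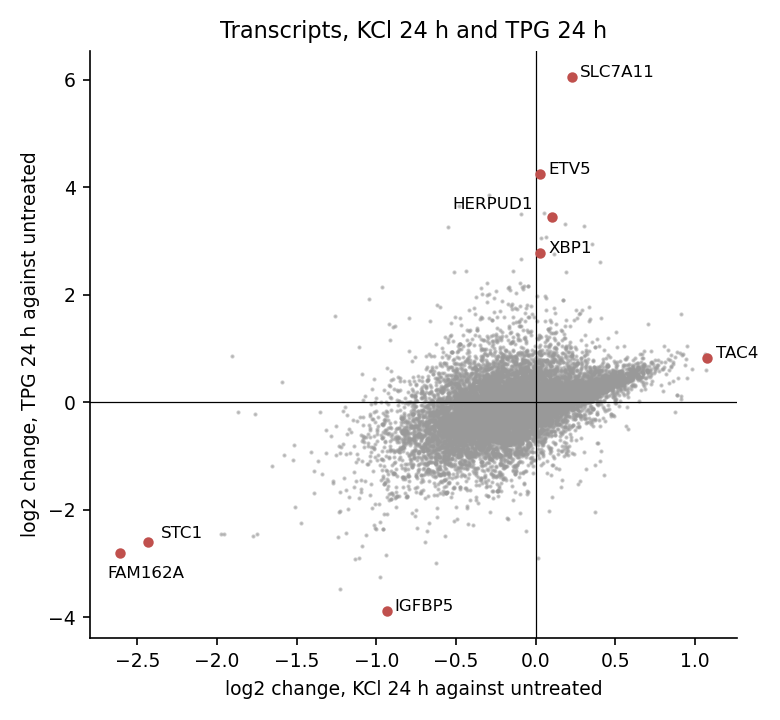
Log2 change of each named transcript tested against untreated cells, at 24 h of KCl (x axis) and with TPG (y axis). Points are transcripts, red points mark the genes written beside them, and FAM162A and STC1 lie low on both axes while SLC7A11, ETV5 and XBP1 are high on the TPG axis alone.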

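Among the genes lowered by both stimuli, INSIG1 changed by -2.02 with TPG (adjusted p = 2.28e-10), ALDOC by -2.48 (adjusted p = 4.39e-12) and the nucleotide reductase gene RRM2 by -2.51 (adjusted p = 2.43e-10), beside -1.24 for RRM2 at 24 h of KCl (adjusted p = 3.39e-05). Over the lists, TPG lowered 20 of 26 sterol and fatty acid genes and raised none (21 lowered when adjusted over the list alone; set test adjusted p = 1.15e-09, and adjusted p = 0.4 with an estimated correlation), and it lowered 17 of 20 glycolysis genes and raised none (17 adjusted over the list alone; 1.4e-11, and adjusted p = 0.4 with an estimated correlation). Falls made up 85.1% of the transcripts called at 24 h of KCl and 69.4% of those called with TPG. This split depends on how the arrays are scaled to each other. After a further quantile normalization of the transcript values falls made up 63.7% at 24 h of KCl (347 higher and 608 lower) and 57.7% with TPG, and after median centring 73.4% (285 higher and 786 lower) and 61.3%. Without the signal filter the share at 24 h of KCl was 73.3%. The paper proposes a shared mode of response, mainly repression, from the share of KCl transcripts that TPG regulated likewise.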

A subset of mRNAs exhibits opposing behavior under the two stimuli, and may represent responses that are unrelated to Ca^2+^. For example, transcripts of arrestin-domain-containing-3 are downregulated under KCl but upregulated by TPG (Figure 3c). 

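The 26 transcripts with opposite responses all fell with KCl at 24 h and rose with TPG, and the difference between both stimuli passed for each of them. ARRDC3 encodes an adaptor for receptor endocytosis. It fell by 1.14 at 3 h (SE 0.23, adjusted p = 0.0403, lost without any one of the KCl arrays at 3 h), by 1.45 at 12 h (adjusted p = 0.000147) and by 1.26 at 24 h (adjusted p = 0.000294), rose by 1.62 with TPG (adjusted p = 4.81e-06), and differed by 2.87 between TPG and KCl at 24 h (adjusted p = 2.35e-09). The stress gene DDIT4 behaved likewise, with -1.91 at 24 h of KCl and 0.87 with TPG (difference 2.77, adjusted p = 8.96e-10). Of the rest, the genes named here were chosen after their values were seen. VEGFA, a growth factor gene induced by low oxygen and by ER stress, was at -1.11 and 1.03 (difference 2.14, adjusted p = 1.05e-07). Enzymes of amino acid metabolism were in the same group, with ASS1 at -0.88 and 1.42 and PHGDH at -0.60 and 1.77, and so was the tRNA synthetase gene WARS1 at -0.62 and 1.80.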

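The transcripts that TPG raised and KCl did not include much of the machinery for folding and clearing secreted proteins. The ER degradation gene HERPUD1 rose by 3.45 with TPG (SE 0.13, adjusted p = 1.02e-14), the oxidase gene ERO1B by 3.32 (adjusted p = 7.8e-14), and the stress transcription factor gene DDIT3 by 3.53 (adjusted p = 7.1e-16). Of 38 genes of the unfolded protein response, 35 rose with TPG and none fell (35 adjusted over the list alone), with a median 1.52 above all transcripts (set test adjusted p = 1.29e-26, and adjusted p = 0.088 with an estimated correlation). At 24 h of KCl 2 of them rose and 9 fell (2 and 8 adjusted over the list alone; set test adjusted p = 0.897), which was 4 and 5 after a further quantile normalization and 3 and 8 after median centring, and SEC61B was at -0.77 (adjusted p = 6.06e-05). The difference between TPG and KCl at 24 h had a median of 1.73, with 36 of 38 members higher in TPG (set test adjusted p = 8.21e-31, and adjusted p = 0.0517 with an estimated correlation). Of the genes raised by TPG and not called at 24 h of KCl, 32 belong to this list (adjusted p = 8.66e-33, Fisher's exact test) and 20 to that of Golgi and ER vesicle transport (adjusted p = 2.28e-14).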

The principal feature of genes uniquely affected by TPG is their functional association with the secretory system.

### Exon-centric microarray data provide an entry-level screen of Ca^2+^-mediated changes in splice form diversity

To explore instances of Ca^2+^-mediated exon-specific regulation, we examined the KCl and TPG exon datasets. Strikingly, many more transcripts demonstrated changes in expression levels of only a subset of exons, as compared with those showing changes throughout the entire transcript, suggesting that a pronounced alteration in exon usage occurs in response to KCl and TPG. 

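A changed exon in a transcript that was not called can reflect splicing, or a change of the whole transcript that stayed under the thresholds. The calls were therefore compared with their transcripts. In the 24 h KCl comparison, 2835 of 3233 called probe sets in transcripts that were tested and not called (87.7%) moved the same way as the estimate of their whole transcript, and with TPG 4251 of 4823 (88.1%) did. That estimate includes the called probe set itself, so part of the agreement is built in. Against the median of the transcript's other core probe sets alone, 82.2% of 4031 core probe sets found by exons alone moved the same way at 24 h of KCl and 83.2% of 7176 with TPG. Falling probe sets went with the whole transcript more often than rising ones at 24 h of KCl (94.3% and 73.3%). The difference itself was tested by subtracting the median log2 signal of the transcript's core probe sets from each probe set, over 211480 core probe sets of 15097 transcripts. It was called for 3533 probe sets of 2853 transcripts with KCl and for 4435 probe sets of 3154 transcripts with TPG. Of the KCl calls at 24 h, 1231 were higher and 923 lower relative to their transcript. Among the probe sets found in the exon dataset alone, 24.5% were called in this way with KCl and 17.1% with TPG. The KCl count was 1583 without replicate 1 of KCl at 24 h, and the TPG count was 2036 without replicate 2 of the untreated cells. The paper proposes from the many transcripts with a change in only some exons that exon use is altered by both stimuli.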

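By the same criteria, 4412 transcripts (83.3% of the KCl exon dataset) held a changed exon while the transcript was not in the KCl transcript dataset, and 3236 of these transcripts were tested as a whole. The number for TPG was 4881 (62.9%), of which 3288 were tested as a whole. GNAS, ATP6V0A4 and NOS2 are among the genes found in the KCl data through exons.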

Fully 4,059 transcripts contain exons that show a change in abundance upon KCl stimulation without a commensurate change in overall transcript abundance (Figure 2).

We hypothesized that an increase in the abundance of either single or a few exons without concomitant increase in the exons comprising the rest of the transcript might arise from several sources. Exons from these transcripts may represent alternative splicing events or may represent alternative transcription initiation or termination. Changes in exon abundance may also reflect a change in transcript abundance that is not detected in the case that probe sets throughout the transcript are of poor quality or exhibit cross-hybridization. Alternatively, the identified probesets in the exon dataset may result from other 'noise' in the data acquisition or analysis. To verify that microarray-predicted changes in exon expression were indicative of true exon modulation, we analyzed a sampling of 23 exons by quantitative PCR, using cDNA from independently prepared RNA samples. We chose exons that reflected different types of expression behavior (upreguilated or downregulated, as estimated by the array data). Some exons failed both the *P *value and fold change criteria, some passed one or the other, and others passed both criteria. As shown in Additional data file 6 (parts C and D), we found good accordance between qPCR and microarray data using the criteria selected. 

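The exons tested by quantitative PCR lie in genes of many functions, and 17 of the 23 probe sets listed for them in Additional data file 10 were in the KCl exon dataset and 19 in the TPG exon dataset, with 21 in either one. Only 2 were in neither, fewer than the exons that the paper counts as not predicted to differ. Some of those exons were thus called here in some comparison, and whether PCR tested that comparison was not examined. The cell cycle gene CCNA2 (probe set 2784128, chromosome 4 from 123203412 to 123203561 of hg16) fell by 1.45 at 24 h of KCl (SE 0.22, adjusted p = 0.00119), from 344 ± 32.2 to 128 ± 36.8. The glutamate receptor gene GRIN2D (probe set 3837763, chromosome 19 from 53593491 to 53593646 of hg16) rose by 1.63 (SE 0.26, adjusted p = 0.00172). The centrosome gene NIN fell by 1.74 (SE 0.21, adjusted p = 0.000272), from 258 ± 1.73 to 79.0 ± 23.9. For the neuronal gene NREP the TPG change was -1.92 (adjusted p = 7.98e-07) and the KCl change at 24 h -0.27 (adjusted p = 0.316). PHF20L1 had the reverse pattern, with -1.02 at 24 h of KCl (adjusted p = 0.00236) and 0.05 with TPG (adjusted p = 0.872).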

Twelve of 16 exons that passed both the 1.5-fold and 0.01 *P *value criteria demonstrated a change by qPCR, whereas six out of seven that were not predicted to show a difference in abundance did not.

We further validated instances of regulated exon use by testing for alternative splicing in the vicinity of affected exons. We hypothesized that a change in the abundance of a specific exon would indicate that one or more splice variants varied the incorporation of the exon. To detect instances of alternative splicing, we performed PCR on cDNA from KCl and TPG treated cells using primer sets that spanned the exon(s) of interest. We targeted those exons that differed upon stimulation without a predicted change in transcript abundance (Figure 2, unique to exon dataset). We focused on internal exons, as opposed to exons located at the end or beginning of a transcript, that exhibited a consistent pattern of behavior over multiple time points or between KCl and TPG treatments. Despite not knowing the overall architecture of the isoforms targeted, we found that 11 out of 19 reactions yielded multiple transcripts. Of these 11, seven showed a trend in exon incorporation over the KCl time course or between treatments, reflecting regulated exon use in the pattern predicted by the array. To establish the rate of false negatives in our system, we similarly examined 20 exons that were excluded by both cut-offs. Only two reactions exhibited multiple splice forms, both of which varied over time (data not shown), indicating a low false-negative rate.

### Ca^2+^-induced changes in exon abundance generate transcript variants of ion channels, neuroendocrine secretory proteins, and metabolic enzymes

Figure 4 shows examples of Ca^2+^-mediated changes in transcript structure resulting from alternative splicing of identified exons. 

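These 4 genes differ in signal and in how firmly the arrays show the change. ATP6V0A4 encodes a subunit of the proton pump, and its probe set 3075402 (chromosome 7 from 137844275 to 137844366 of hg16) fell by 1.88 at 0.5 h (SE 0.39, adjusted p = 0.0276), by 2.11 at 12 h (adjusted p = 0.005) and by 2.14 at 24 h of KCl (adjusted p = 0.00351), from 60.0 ± 7.00 to 14.3 ± 7.64. The 24 h signal lies under the mean of the intron controls in the same group (5.70 on the log2 scale), so the size of the fold is uncertain. With TPG its change was -1.12 (adjusted p = 0.0615), and the change relative to the transcript was not called. KCNH4 is a voltage-gated potassium channel gene, and its probe set 3757706 (chromosome 17 from 40688871 to 40688898 of hg16) had a change of -3.20 at 24 h of KCl with an SE of 1.48 (adjusted p = 0.167), on signals of 38.3 ± 2.52 and 5.67 ± 6.03. Another probe set listed for the gene, 3757708, fell by 1.48 with TPG (SE 0.32, adjusted p = 0.00531) and did not pass at 24 h of KCl (-0.15, adjusted p = 0.808). The probe set that lies between these, 3757707, did not fall (0.09 with TPG and 0.55 at 24 h of KCl) and was not called. The whole KCNH4 transcript fell by 0.53 with TPG (SE 0.09, adjusted p = 3.36e-05), and none of its 27 tested core probe sets was called with KCl and 5 were with TPG. In ASL, an enzyme gene of arginine synthesis, 4 of 18 tested core probe sets were called with KCl and 1 with TPG. One of them, 3005389, was chosen after its values were seen, and it changed by -1.44 at 6 h, -1.56 at 12 h and -1.74 at 24 h of KCl.

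**Figure D5:**
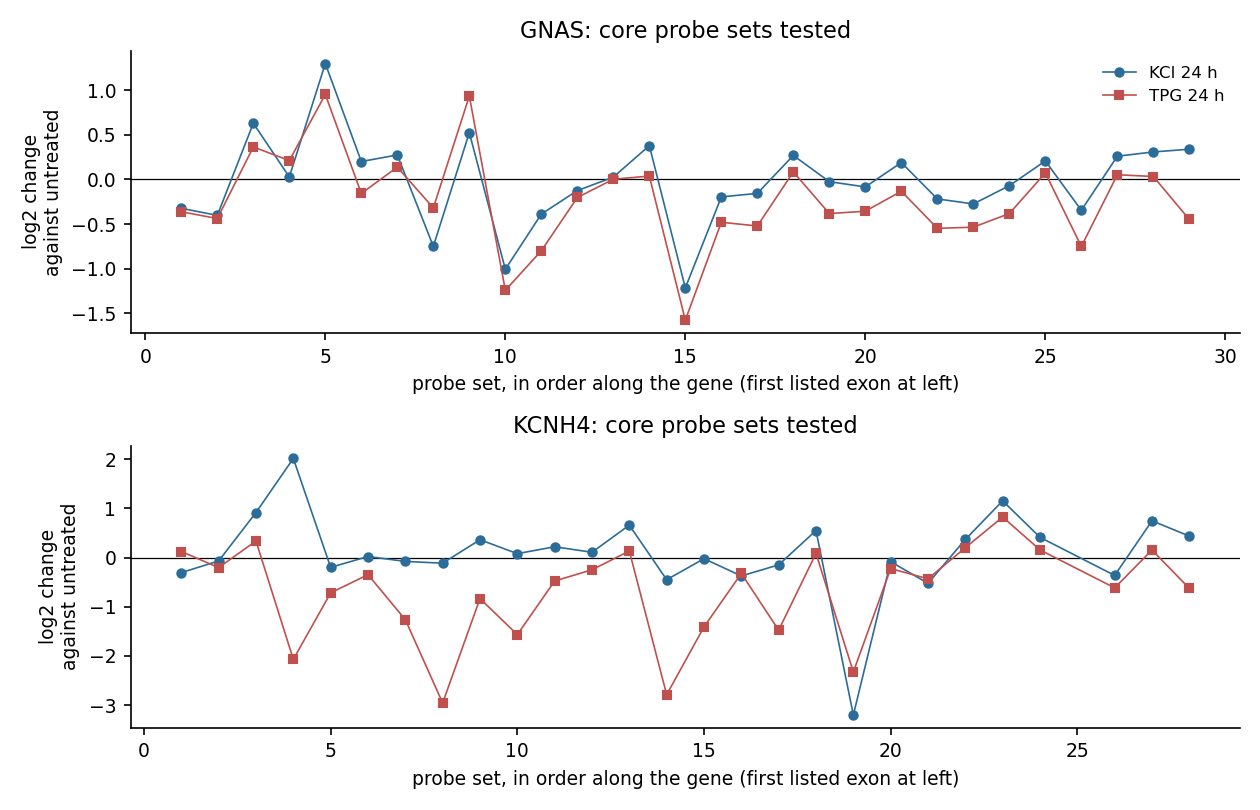
Log2 change against untreated cells of the core probe sets tested along GNAS (top) and KCNH4 (bottom), in order along the gene. Blue circles are KCl at 24 h and red squares TPG, each the mean of 3 arrays, and lines join neighbours for reading only. In KCNH4 the lowest KCl point is probe set 3757706, whose signal is near background, and in GNAS both stimuli are lowest at probe set 3891224.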

Our array data detected a Ca^2+^-mediated decrease in abundance of certain internal exons from the transcripts encoding potassium voltage-gated channel, subfamily H, member 4 (*KCNH4*), the neuroendocrine secretory protein 55 (*NESP55*), the ATPase, H^+ ^transporting lysosomal V_0 _subunit a4 (*ATP6V*_0_*a4*), and the argininosuccinate lyase (*ASL*). In these cases of decreased abundance, we expected to detect shorter transcript variants (lacking part or all of the identified exons). We amplified the predicted full-length amplicon, but we also observed additional transcript variants. Indicated splice forms were subcloned and sequenced to verify their identities (Figure 4). Although alternative splicing of the specific exons identified in *NESP55*, *ATP6V*_0_*a4*, and *ASL *have been detected in expressed sequence tags, to our knowledge, regulation of exon variation upon a stimulus change has not been reported for these genes. The alternative use of the exon identified in *KCNH4 *represents a new finding of both Ca^2+^-induced regulation and of alternative splicing.

**Figure 4:**
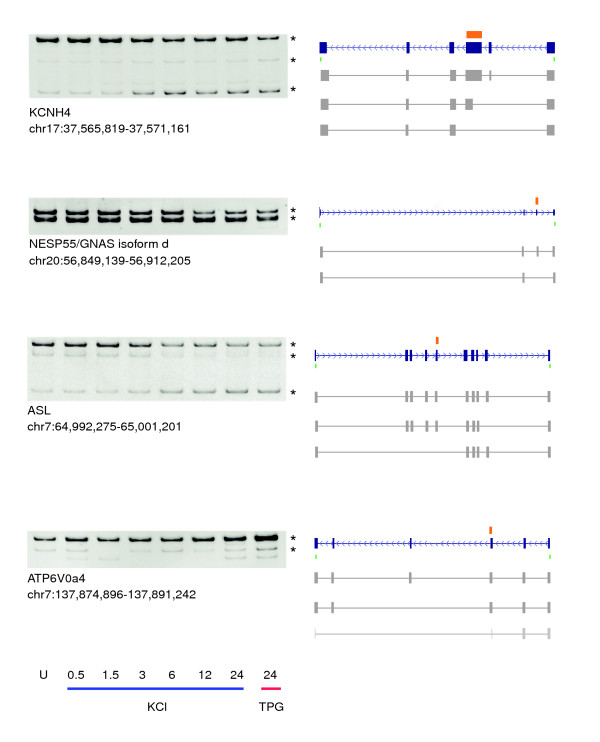
PCR validation of predicted changes in exon abundance identifies calcium-mediated splice form diversity. Microarray data detected decreases in the expression of specific exons (indicated in orange) within *KCNH4*, *NESP55*, *ASL*, and *ATP6V*_0_*a4*. For each gene, polymerase chain reaction was performed on cDNA from potassium chloride (KCl) or thapsigargin (TPG) treated cells using primers (designated by green bars) to amplify across the exon of interest. Multiple transcript variants were detected, indicating alternative splicing in the vicinity of the identified exons. Images depicting RefSeq transcript architecture were obtained through the UCSC Genome Browser [66,67]. Sequenced isoforms are indicated (*) and are represented by dark gray boxes. For ease in alignment, intron sequences are shown. The predicted sequence of the smallest *ATP6V*_0_*a4 *variant is shown in light gray. Isoform quantification is presented in Additional data file 9. *ASL*, argininosuccinate lyase; *ATP6V*_0_*a4*, ATPase, H^+ ^transporting, lysosomal V0 subunit a4; *KCNH4*, potassium voltage-gated channel, subfamily H (eag-related), member 4; *NESP55*, neuroendocrine secretory protein 55.

The alternative splicing events seen in *KCNH4*, *ATP6V*_0_*a4*, and *ASL *have effects within the protein-coding sequence of these transcripts. The *KCNH4 *potassium channel is a member of the voltage-gated potassium H subfamily, members of which have been shown to control the resting potential of membranes [41]. The smallest transcript variant lacks both the exon identified by the array and the upstream proximal exon (Figure 4). The intermediate splice form represents partial use of the exon indicated by the array data. In the absence of other upstream changes, exon exclusion would result in a premature stop codon (PTC). Both of these *KCNH4 *isoforms therefore may be candidates for non-sense mediated decay (NMD), because the ensuing PTCs are more than 55 nucleotides from the downstream exon-junction complex [42]. Should these transcripts evade NMD, we predict that the Ca^2+^-induced alternative splicing event would generate a truncated protein that still contains the membrane-spanning segment but that lacks much of a large cytoplasmic region responsible for intracellular protein-protein interactions. Protein interactions on the cytoplasmic face of the channel regulate its assembly, gating, and conduction properties [43]. Therefore, molecular alteration of the carboxyl-terminal region is likely to affect protein function [44] and may influence the re-establishment of ion homeostasis.

A truncated form of *ASL *may similarly affect protein-protein interactions of this functional homotetramer [45]. In neural cells, *ASL *catalyzes the cleavage of argininosuccinate to produce L-arginine, thereby regulating the amount of free arginine available for nitric oxide production [46]. Nitric oxide is a critical second messenger in the nervous system, with both neuroprotective and neurodegenerative roles [47,48]. Regulated splicing of *ASL *may therefore influence nitric oxide through modulation of L-arginine production. Several splice forms of *ASL *appear to be regulated in a stimulus-dependent manner. We identified a transcript variant that lacks the indicated exon (smallest *ASL *isoform; Figure 4). This transcript is also missing three additional upstream exons, but because the PTC occurs proximal to the downstream exon-junction it probably evades NMD. Also identified in our PCR analysis is an intermediately sized isoform (Figure 4) that retains the protein-coding frame.

The *ATP6V*_0_*a4 *gene encodes a component of the V-type H^+ ^ATPase that is involved in acidification of intracellular compartments and in the recycling of neurotransmitters [49,50]. The V_0_a4 gene is one of at least four distinct loci that encode the membrane spanning H^+ ^channel of the V_0 _complex. Although different V_0_a loci are thought to be expressed in tissue-specific manners [50], our data point to a role for alternative splicing in generating subunit diversity. We uncovered three variants of ATP6V_0_a4 upon early and late KCl treatment, two of which are present throughout most of the time course (Figure 4). Manual inspection of expressed sequence tag and gene prediction databases for *ATP6V*_0_*a4 *isoforms in the region amplified uncovered several transcript variants, some of which exclude a portion of the identified exon, thereby generating shortened, but in-frame transcripts. Sequencing revealed that the shorter form indicated in Figure 4 maintains the protein-coding sequence. Stimulus-induced splicing of *ATP6V*_0_*a4 *could modify the protein to alter its distribution, or membrane interactions, influencing proton cycling.

In contrast, the alternative splicing event in *NESP55 *(also known as G-protein-stimulating alpha isoform d) affects the 3'-untranslated region of the *NESP55 *transcript. The secreted NESP55 glycoprotein is entirely encoded in its 5' exon, but shares exons of its 3'-untranslated region with protein-coding exons of other *GNAS *transcripts [51-53]. 

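NESP55 is one of several products of the GNAS locus, and its coding exon is spliced to exons shared with the other GNAS transcripts. Probe set 3891224 (chromosome 20 from 58159410 to 58159450 of hg16), the one listed for NESP55, had a signal of 2444 ± 57.2 in untreated cells. It did not pass at 3 h (-0.31, adjusted p = 0.274) or at 6 h (-0.12, adjusted p = 0.724). It then fell by 1.23 at 12 h of KCl (SE 0.13, adjusted p = 0.000218), by 1.22 at 24 h (adjusted p = 0.000149), to 1058 ± 146, and by 1.58 with TPG (adjusted p = 5.48e-07), to 820 ± 59.4. Relative to the other core probe sets of the gene the change was -0.99 at 24 h of KCl (SE 0.12) and -1.11 with TPG, and both were called. Of the 29 core probe sets tested, 2 were in the KCl exon dataset and 3 in the TPG exon dataset. The whole GNAS transcript with the highest signal did not pass at 24 h of KCl (-0.03, adjusted p = 0.831) and fell by 0.31 with TPG (adjusted p = 0.00435).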

We found that the abundance of *NESP55 *exon 3 decreases in later KCl time points and upon prolonged exposure to TPG (Figure 4). Sequence data confirm that the smaller isoform lacks exon 3 (Figure 4). Exon modulation within the untranslated region may suggest a role for stimulus-regulated mRNA stability.

Eleven out of 19 transcripts containing exons predicted to change over the time course or upon TPG treatment demonstrated multiple transcript variants by PCR. Array data distinguished a Ca^2+^-mediated decrease in abundance of internal exons from the transcripts encoding syntaxin-binding protein 1 (*STXBP1*) and CDK5 regulatory subunit associated protein 3 (*CDK5RAP3*), as well as a stimulus-mediated increase in an internal exon of the nitric oxide synthase 2A gene (*NOS2A*). 

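NOS2 and CDK5RAP3 serve nitric oxide synthesis and protein regulation. In NOS2 (the paper's NOS2A), probe set 3750410 (chromosome 17 from 26253719 to 26253767 of hg16) rose by 1.99 at 0.5 h (SE 0.31, adjusted p = 0.00931), by 1.73 at 12 h (adjusted p = 0.00423) and by 1.67 at 24 h of KCl (adjusted p = 0.00389), from 25.3 ± 5.13 to 87.3 ± 36.6. The untreated signal lies under the mean of the intron controls in untreated cells (5.21 on the log2 scale), so the size of the fold is uncertain. With TPG it rose by 1.22 (adjusted p = 0.0135), and its change relative to the transcript was called with both stimuli (1.44 at 24 h of KCl). The probe set listed for CDK5RAP3 in Additional data file 10, 3725008 (chromosome 17 from 46527903 to 46527948 of hg16), fell by 0.99 at 24 h of KCl (SE 0.16, adjusted p = 0.00149), from 1683 ± 256 to 842 ± 97.1, and by 1.12 with TPG (adjusted p = 0.000124). The whole CDK5RAP3 transcript fell by 0.47 at 24 h (adjusted p = 0.0172, 0.0782 after a further quantile normalization and not passing without replicate 3 of KCl at 24 h) and by 0.49 with TPG (adjusted p = 0.00991), and that of NOS2 rose by 0.29 at 24 h (adjusted p = 0.00556).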

When examined by PCR using primer sets that amplified across the identified exon, exons of *STXBP1 *and *CDK5RAP3 *demonstrated increased exclusion, whereas the exon of *NOS2A *showed increased inclusion. These alternative splicing findings are in agreement with the nature of the behavior of the exon, as evaluated by the array. Shown in Additional data file 9 are PCR results and splice form quantification of seven exons tested that showed a trend in incorporation over the KCl time course or between treatments. Also presented in Additional data file 9 are PCR results for four other transcripts that exhibited multiple splice forms in the vicinity of the identified exon but did not demonstrate a clear pattern of regulated exon use that could be attributed to the exon in question.

### Exons modulated by membrane depolarization are found in plasma membrane-associated and Ca^2+ ^ion-binding proteins

In order to investigate the nature of the exon abundance changes on a larger scale, GO analyses were performed on the exon dataset (Figure 5). We find that transcripts harboring KCl-mediated exon abundance changes are enriched for plasma membrane-associated and Ca^2+ ^ion binding proteins. Indeed, we find enrichment within the exon dataset for the same gene classes as found for the transcript dataset, such as metabolism, Ca^2+ ^ion binding, and transcription. 

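Calcium binding proteins range from pumps and channels to sensors such as hippocalcin. Of 69 genes of calcium binding and transport on the list, 33 (47.8%) held a probe set of the KCl exon dataset at any time, against 32.3% of the other genes with a tested probe set (odds ratio 1.92, adjusted p = 0.0215, Fisher's exact test). These genes have more probe sets, with a median of 18 against 11, and with the number of probe sets allowed for the odds ratio was 1.34 (adjusted p = 0.363). With TPG 42 of the 69 (60.9%) held a called probe set (adjusted p = 0.00578, and 0.195 with the number of probe sets allowed for). Of 52 potassium channel genes 12 (23.1%) held a called probe set with KCl (adjusted p = 0.258).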

Because the exon dataset mainly encompasses the transcript dataset, these results are expected. However, whereas GO enrichments were seen in the later KCl time points within the transcript dataset, Ca^2+ ^ion binding genes are over-represented throughout the early, intermediate, and late KCl time points within the exon dataset. 

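Split by time point, called probe sets were found in 5 of the 69 calcium genes at 0.5 h, 5 at 1.5 h, 2 at 3 h, 7 at 6 h, 20 at 12 h and 28 at 24 h. The share of 7.25% at 0.5 h and at 1.5 h compares with 3.61% and 2.67% of the other genes (odds ratios 2.09 and 2.84, unadjusted p = 0.105 and 0.0382). The enrichment had an adjusted p of 0.948, 0.325, 1, 0.822, 0.269 and 0.0131 at these times (Fisher's exact test, Benjamini-Hochberg over the lists at each time), and at 24 h an adjusted p of 0.195 once the number of probe sets per gene was allowed for. At 24 h, 12 of the genes held a rising and 18 a falling probe set. In the transcript data no member passed at 0.5 h.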

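Calmodulin passes calcium signals to kinases, phosphatases and cyclases, and the list of calmodulin-binding genes includes CAMKK2, ITPKA and RGS4. Of 45 such genes, 23 (51.1%) held a probe set of the KCl exon dataset (odds ratio 2.19, adjusted p = 0.0215, Fisher's exact test), with a median of 20 probe sets per gene and an odds ratio of 1.39 with that number allowed for (adjusted p = 0.379). As whole transcripts, 34 were tested, and at 24 h of KCl 3 rose and 4 fell (3 and 4 adjusted over the list alone; set test adjusted p = 0.125), which turned to 8 and 3 with a further quantile normalization, 7 and 5 with median centring and, of 40 tested without the signal filter, 7 and 4. The inositol kinase gene ITPKA rose by 0.72 (SE 0.10, adjusted p = 3.41e-05) and the signalling regulator gene RGS4 fell by 0.63 (adjusted p = 0.00778) at 24 h, the latter a call lost without replicate 3 of KCl at 24 h, without replicate 1 of the untreated cells and, in a fit chosen after the values were seen, without the third arrays of KCl at 12 h and 24 h (-0.48, adjusted p = 0.0639).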

Notably, we also uncover instances of calmodulin-binding proteins in the exon dataset that were not identified through our transcript analysis. Together, these ontologic findings suggest that the Ca^2+^-mediated gene expression response extends on a genome-scale to affect exons of different Ca^2+^-associated genes.

**Figure 5:**
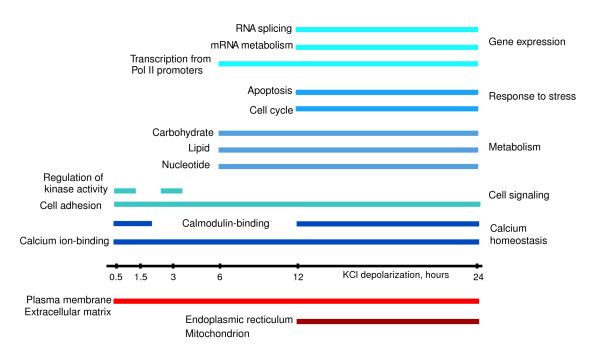
Transcripts affected by calcium-mediated changes in exon abundance show enrichment for cellular component and functional gene classes. Gene Ontology categories over-represented within the exon dataset at each potassium chloride (KCl) time point are shown. Genes encoding calcium ion binding proteins and those proteins found at the plasma membrane or as a part of the extracellular matrix are affected throughout the time course of KCl depolarization. In contrast, other classes of genes are represented at either early or late time points. Descriptions of similar gene classes are listed. The number of transcripts affected by predicted changes in exon abundance, along with associated *P *values for each gene class, are listed by time point in Additional data file 8.

We additionally observe enrichment for functional gene classes. Reflective of a change in signaling programs upon KCl addition, early time points (0.5 and 3 hours) are over-represented by genes that encode kinases and kinase-regulating proteins (Figure 5). 

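Called exons in genes of metabolism and of the cell cycle came mostly at late KCl times. Of 30 sterol and fatty acid genes 23 (76.7%) held a called probe set at some KCl time (odds ratio 6.88, adjusted p = 1.4e-05, Fisher's exact test), none of them at 0.5 h or 1.5 h and 3, each with a rising probe set, at 3 h. Of 20 glycolysis genes 17 did (adjusted p = 1.53e-05), of 37 cell cycle genes 26 (adjusted p = 1.76e-05) and of 30 apoptosis genes 17 (adjusted p = 0.0173). With the number of probe sets per gene allowed for, the adjusted p was 0.001 for sterol, 0.00207 for glycolysis, 0.00193 for the cell cycle and 0.0151 for apoptosis. Nucleotide synthesis genes passed before that allowance (14 of 25, adjusted p = 0.0291) and not after it (0.157). By time, cell cycle genes with a called probe set numbered 1 at 0.5 h, 2 at 1.5 h, none at 3 h, 6 at 6 h, 13 at 12 h and 24 at 24 h. At 12 h their share was 35.1%, against 22.1% of the other genes, which did not pass (adjusted p = 0.115), and at 24 h it was 64.9% against 24.6% (adjusted p = 1.82e-06).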

As exposure to elevated [Ca^2+^]_i _continues, changes in expression affect genes encoding proteins that are involved in metabolism, cell cycle control, and apoptosis. 

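Cyclin E1 (CCNE1) starts DNA replication together with CDC6, CDC25A and the MCM proteins. CCNE1 fell by 1.01 at 6 h of KCl (SE 0.17, adjusted p = 0.00164), and at 24 h CDC6 fell by 1.09 (adjusted p = 4e-04), CDC25A by 1.04 (adjusted p = 4.88e-05) and MCM3 by 0.94 (adjusted p = 4.17e-05). Of 37 cell cycle genes 22 fell at 24 h and none rose (22 adjusted over the list alone), with a median of -0.41 relative to all transcripts (set test adjusted p = 1.66e-06, and adjusted p = 0.598 with an estimated correlation). The proapoptotic genes BAX and BNIP3L fell by 0.99 (SE 0.13, adjusted p = 1.74e-05) and by 1.08 (adjusted p = 3.17e-06). Of 23 apoptosis genes 13 fell and 1 rose at 24 h (15 and 1 adjusted over the list alone; set test adjusted p = 0.0079, and adjusted p = 0.598 with an estimated correlation). Among exons, 24 of the cell cycle genes held a falling probe set at 24 h and none a rising one, and 13 apoptosis genes held a falling and 5 a rising one.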

Enrichment of genes that are involved in lipid, carbohydrate, and nucleic acid synthesizing genes, as well as cyclins and cyclin-dependent kinases and proapoptotic genes, are downregulated or contain exons that are downregulated upon KCl exposure. 

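HNRNPM and PTBP1 encode proteins that bind pre-mRNA and steer splice site choice. At 24 h of KCl, HNRNPM fell by 0.73 (SE 0.13, adjusted p = 0.000198) and PTBP1 by 0.51 (adjusted p = 0.000202). Earlier, at 6 h, the splicing factor gene SRSF11 was higher by 0.40 (adjusted p = 0.0172) and SNRPF lower (-0.72, adjusted p = 0.0481, a call lost without the signal filter), both lost without some of the single arrays. Of 43 RNA splicing genes 15 fell at 24 h and none rose (14 adjusted over the list alone; set test adjusted p = 0.0194, and adjusted p = 0.811 with an estimated correlation), and after a further quantile normalization 10 fell and 3 rose (set test adjusted p = 0.659). With TPG, 21 fell and 5 rose (22 and 6 adjusted over the list alone; set test adjusted p = 0.028, and adjusted p = 0.804 with an estimated correlation), and after a further quantile normalization 19 fell and 10 rose (set test adjusted p = 0.172). The largest of these falls was that of the neuronal RNA-binding gene ELAVL2 at -1.25 (adjusted p = 4.11e-07). Of the 43 genes 23 held a called probe set of the KCl exon dataset (adjusted p = 0.0168, and 0.074 with the number of probe sets allowed for).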

Genes with known roles in regulating gene expression through transcription, mRNA splicing, or RNA processing are also among factors that are altered at later time points. These data point to extensive stimulus-driven modulation of exon use, beyond that describing transcriptional changes.

### Exons at transcript termini and those displaying alternative splice site choice are enriched in the exon datasets

The KCl and TPG Exon datasets are biased for terminal exons compared with their incidence in RefSeq transcripts. To obtain an idea of how different portions of transcript structure are subject to regulation, we annotated all RefSeq exons as initial, internal, or final according to their presence in RefSeq transcripts. We then scored the constituents of the exon datasets by these assignments. Table 1 shows that exons in the KCl and TPG datasets are enriched at transcript termini positions.

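First exons mark the promoter and last exons the site of polyadenylation. Here exons were placed by their order among the core probe sets of each RefSeq transcript. Transcripts with no internal exon in this order were left out. This gave 149637 tested exons of 14514 transcripts, 9.05% of them first, 82.1% internal and 8.81% last. Of the 7579 exons called with KCl, 14.5% were first (exact binomial test, p = 4.9e-53) and 11.8% last (p = 3.58e-18). Of the 19912 called with TPG, 8.78% were first (exact binomial p = 0.178) and 11.6% last (exact binomial p = 1.21e-39). These tests, and the intervals given below, treat exons or probe sets as independent although all share the same arrays. They do not measure the spread between replicates. Exons do not have equal numbers of probe sets: the mean was 1.63 for first, 1.27 for internal and 2.19 for last exons. Counted per probe set, an alternative chosen after the values were seen, last exons made up 12.6% of the KCl calls (exact binomial p = 0.000589, now below their share among the probe sets tested) and 14.4% of the TPG calls (exact binomial p = 0.0801). Of the first exon probe sets called at 24 h of KCl, 48.9% rose, against 21.2% of internal and 20.3% of last ones. By probe set and at like signal, the odds ratio of a KCl call at first against internal exons was 1.43 (95% interval 1.34 to 1.52). With the intron control level as a covariate, a fit chosen after the values were seen, it was 0.588 (0.455 to 0.761). That fit called only 2914 probe sets, so whether background contributes is open.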

**Table 1:** Distribution of exon positions in RefSeq transcripts and in the exon datasets

Exon position	Percentage in RefSeq database	Percent in KCl exon	*P *value	Percentage in TPG exon	*P *value
Initial	9.96	12.79	3.550 × e^-15^*	12.63	5.030 × e^-11^*
Internal	79.79	67.24	1	68.98	1
Final	10.25	19.97	0*	18.40	0*

RefSeq exons were classified as initial, internal, or final according their presence in RefSeq transcripts. Constituents of the potassium chloride (KCl) and thapsigargin (TPG) exon datasets were mapped to these definitions. *P values showing statistical significance for enrichment of transcript features through a binomial test.

We next asked whether different exon types are enriched in our datasets, as compared with their incidence in RefSeq transcripts. We further annotated all RefSeq exons as either constitutive or alternative according to their presence in RefSeq transcripts. We subdivided alternative exons into cassette, or alternative 5' or 3' splice site choice categories and then scored the constituents of the exon datasets by these assignments. At all transcript positions, the KCl and TPG exon datasets are biased for exons displaying alternative 5' or 3' splice site choice (Table 2). This increase in distribution toward alternative splice site choice exons was accompanied by a decrease in constitutive and alternative cassette exons (data not shown). These significant biases were also observed when we compared KCl and TPG exons with the set of GenBank mRNAs (data not shown). Our findings indicate that exons exhibiting alternative splice site choice are subject to greater degrees of change than are other exon forms. Overall, these observations suggest that the selected exons are subject to Ca^2+^-mediated regulation of post-transcriptional processes, including alternative splicing and 3' processing.

**Table 2:** Distribution of exons exhibiting alternative splice site choice in RefSeq transcripts and in the Exon datasets

Exon position	Type of alternative splice choice	Percentage in RefSeq database	Percentage in KCl exon	*P *value	Percentage in TPG exon	*P *value
Initial	5'	24.32	28.14	1.367 × e^-03^*	27.70	8.081 × e^-05^*
Initial	Alternative start	25.25	27.18	6.386 × e^-02^*	30.07	6.674 × e^-08^*
Internal	5'	5.31	8.02	1.179 × e^-13^*	6.53	4.935 × e^-11^*
Internal	3'	5.32	8.05	8.393 × e^-14^*	6.77	9.659 × e^-15^*
Final	Alternative termination	23.43	25.63	1.574 × e^-02^*	28.55	1.110 × e^-16^*
Final	3'	22.92	23.27	3.515 × e^-01^	24.83	7.685 × e^-04^*

RefSeq exons were classified as exhibiting 5' or 3' alternative splice site choice according their presence in RefSeq transcripts. Constituents of the potassium chloride (KCl) and thapsigargin (TPG) exon datasets were mapped to these definitions. *P values showing statistical significance for enrichment of alternative splice site choice exons at initial, internal, and final positions through a binomial test.

## Discussion

The generation of molecular complexity achieved by cells of higher eukaryotes relies on transcriptional and post-transcriptional processes. The capacity of cells to modify multiple forms of gene regulation upon changing environmental conditions allows the formation of situation-specific transcriptomes. Previous work from researchers studying different neuronal systems has identified Ca^2+^-regulated transcriptional programs as well as instances of Ca^2+^-regulated transcript variation due to modified exon use [8,11,19,54]. Prior to recent advances in microarray technology, however, these related forms of gene regulation were characterized independently on a single gene basis. As a first step toward elucidating Ca^2+^-regulated transcription and transcript variation in the same study, we used high-density, whole-genome exon arrays to profile the Ca^2+^-responsive exon complement of stimulated IMR-32 neuroblastoma cells. In this work, we present an analysis of transcript and exon expression affected by KCl membrane depolarization or TPG.

### Changes in exon expression report on multiple forms of gene regulation

Exon level expression estimates encompass changes in whole transcript abundance but they additionally provide a measure of exon abundance that can be evaluated independently of transcript structure. Our analysis reveals that thousands of genes are affected by elevated [Ca^2+^]_i _over the time course and stimuli addressed (Figure 2). Many of these genes are regulated at the whole transcript level, but the majority undergoes modulation of only a subset of exons (Figure 2).

It is important to note that the inclusion of an exon in our dataset may reflect an abundance change in the entire transcript, alteration in exon use through alternative splicing, alternative transcriptional initiation or termination, or a combination of these events. In this regard we consider identified exons as primary candidates for further investigation by PCR. However, when we account for transcript expression, we are able to identify numerous alternative splicing events from exon-level expression data (Figure 4).

In this work, we specifically targeted exons of transcripts that did not demonstrate an abundance change in order to reduce the likelihood of confounding transcriptional differences. This strategy is similar in principle to the splice index approach utilized by Gardina and coworkers [32] and Clark and colleagues [55] but it requires a constant level of transcription. We identified regulated alternative splicing events in 37% of cases tested (7/19) and multiple splice isoforms were present in 58% (11/19) of cases tested. Our findings indicate that elaborate filtering is not necessary to obtain a validation rate comparable to that of the splicing index strategy when using the same array platform [32]. More recent exon-centric array analyses of tissue-specific exon expression have considerably improved validation [55], although whether this is due to use of mismatch probe sets or to the higher prevalence of splice form differences between disparate tissues has not been evaluated.

Our data suggest that stimulus-induced changes in alternative splicing act as a major contributor to gene regulation. The capacity to resolve an exon-level change onto transcript structure, however, remains a challenge; our PCR validation strategy failed to uncover the nature of splicing isoforms in 63% (12/19) of cases tested. Notably, this parallels the false-positive rate previously reported for exon-centric arrays [32]. When alternative splicing is more complex than a single exon inclusion or exclusion event or when the transcript is targeted for decay, PCR performed on adjacent exons may not amplify multiple products depending on the location of the primer sets. Indeed, because exon expression measures the total transcriptional output of an exon, complicated splicing patterns may be difficult to unravel. This issue is overcome by exon-junction platforms, in which the splice forms in question are directly interrogated [6]. The exon-junction format has typically been more successful in discerning tissue-specific [4,5,9] or condition-specific splicing [56] than the exon-centric platform. However, because exon-junction arrays require *a priori *knowledge of transcript architecture, a trade-off must be made in the discovery of novel transcript variants for the measurement of known splicing events. In the future, combining detailed understanding of transcript architecture with each individual exon's behavior will probably improve the detection rate of splicing events from exon-centric array data.

Analyses of exons by transcript position indicate that more than 30% of changes occur at transcript termini (Table 1). Our data also demonstrate a minor yet significant bias for alternative splice site exon use at all transcript positions (Table 2). These finding have two implications. First, they indicate that the modification of alternative splice site choice is subject to dynamic regulation. Conditions of elevated [Ca^2+^]_i _may affect the phosphorylation status of splicing factors to utilize alternate or cryptic splice sites [57]. Second, they suggest that regulated alternative transcriptional initiation and 3' end processing have impacts on large numbers of genes. Recent investigations into promoter elements have found that more than 40% of human genes have alternative promoters [58,59]. An equal number of human genes is also subject to alternative polyadenylation [60], indicating that these two forms of gene regulation are widely utilized. Although tissue-specific factors are certainly critical in determining initiation and polyadenylation sites, situation-specific regulation may also play a considerable role in generating transcript diversity.

### KCl membrane depolarization directs gene expression of Ca^2+ ^ion binding proteins

Importantly, our finding that exons affected by KCl and TPG occur in physiologically meaningful transcripts demonstrates that a coordinated gene expression response, involving both transcription and splicing, occurs when neural cells are challenged by elevated [Ca^2+^]_i _conditions. GO analyses performed on the KCl transcript and exon datasets revealed functional enrichment for proteins that are involved in the cellular response to membrane depolarization. Although GO results from the exon dataset highlight the same categories as in the transcript dataset, they additionally register gene classes that are either absent from the transcript dataset or are found throughout the time points examined. At the foremost, genes encoding Ca^2+ ^ion binding proteins are enriched throughout the time course of KCl stimulation (Figure 5). Because membrane depolarization induces Ca^2+ ^influx, elevated [Ca^2+^]_i _increases the cellular requirement for proteins that function to restore ion balance, in the form of channels and pumps or as buffering agents. Our combined data suggest that transcriptional changes alone, as measured using all of the probe sets of a transcript, account for only a portion of the total gene expression response. Forms of exon modulation, including alternative splicing, are additionally responsible for important regulation of gene expression.

### Exon expression profiling connects cellular stimuli to specific exon behavior

We identified and validated instances of regulated alternative splicing in genes that may have an impact on neural cell function or physiology. *KCNH4 *transcripts undergo exclusion of an exon affecting the carboxyl-terminal portion of the protein (Figure 4). *In vitro*, members of the potassium voltage-gated channel H subfamily have been shown to control the resting potential of membranes [41] by pumping potassium out of the cell. Because intracellular protein-protein interactions regulate channel properties, splicing in this region may modify the function of the channel, thereby affecting ion homeostasis. Regulated splicing of the membrane-spanning component of the V_0 _proton pump may also have an impact on ion balance, because both proton concentration difference and membrane voltage are generated by the V-type H^+ ^ATPase [50]. Conditions of elevated [Ca^2+^]_i _may also affect L-arginine metabolism through alternative splicing of *ASL*. Collectively, these data provide genome-scale evidence that alternative splicing is utilized to respond to cellular stimuli.

### KCl membrane depolarization and TPG show similar yet distinct effects on gene expression

KCl and TPG treatments affect both overlapping and specific gene sets in IMR-32 neuroblastoma cells. Genes that modulate Ca^2+ ^ion balance are upregulated by both conditions (Figure 3b). 

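With TPG, as with KCl, genes of calcium balance moved both ways. The calcium-binding nucleobindin gene NUCB2 rose by 1.75 (SE 0.25, adjusted p = 5.88e-06), while HPCA fell by 2.13 (SE 0.12, adjusted p = 1.09e-11) and HPCAL1 by 1.27 (adjusted p = 3.88e-10). Of 54 calcium genes 9 rose and 18 fell (set test adjusted p = 0.528), which was 15 and 18 after a further quantile normalization and after median centring. Of 34 calmodulin-binding genes 4 rose and 10 fell (set test adjusted p = 0.75), which was 7 and 7 after the quantile normalization, 4 and 8 after median centring and, of 40 tested without the signal filter, 8 and 10. Among 34 potassium channel genes 7 rose, led by KCNMA1 at 0.93 (adjusted p = 1.53e-06), and 11 fell, led by KCNK2 at -1.28 (adjusted p = 3.6e-07).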

The two stimuli also lead to a decrease in the transcriptional abundance of metabolism-related and proapoptotic mRNAs (Figures 3b and 5, and data not shown). 

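The TPG data add to the falls described for KCl. Of 37 cell cycle genes 22 fell with TPG and 1 rose (22 and 1 adjusted over the list alone; set test adjusted p = 0.00013, and adjusted p = 0.65 with an estimated correlation), among them PCNA, the clamp of DNA replication, at -1.77 (SE 0.15, adjusted p = 4.67e-09), and the cyclin gene CCND1 at -1.52 (adjusted p = 7.64e-13). Of 23 nucleotide synthesis genes 18 fell and 1 rose (18 and 1 adjusted over the list alone; set test adjusted p = 1.25e-06, and adjusted p = 0.471 with an estimated correlation). Apoptosis genes went both ways, 8 up and 8 down (set test adjusted p = 0.792), with BID at -1.20 (adjusted p = 2.09e-07) and PMAIP1 at 1.15 (SE 0.29, adjusted p = 0.00261). With the intron control level as a covariate, a fit chosen after the values were seen, the PMAIP1 change was 0.47 and did not pass.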

TPG treatment appears to enhance the expression of genes that are also affected by KCl. We additionally find that alternative splicing is similarly regulated by the two Ca^2+ ^stimuli (Figure 4), at least for the cohort of genes confirmed by PCR. These findings indicate the presence of gene regulatory factors that are responsive to elevated [Ca^2+^]_i _and not necessarily to the mode of ion imbalance. It is important to note as well that neuroblastoma cells subjected to prolonged increased Ca^2+ ^ion balance may be activating cell death gene expression responses, thereby showing secondary effects of elevated calcium signaling [31,61]. Although not the specific focus of this study, these data may serve to identify candidate exons that are involved in the cell death activation pathways.

A large subset of mRNAs shows TPG-specific modulation (Figure 3d). TPG treatment specifically upregulates the transcriptional profile of genes involved in ER to Golgi transport and secretory pathway (Figure 3b). This is likely indicative of activation of the unfolded protein response previously shown to be induced by ER damage in neuroblastoma [31,62]. Because the ER is involved in long-term calcium signaling events and because ER-calcium misregulation is a key factor in neurodegeneneration [23], the identification of transcripts associated with ER damage is critical to our understanding of disease pathologies. Thus, these data may also serve to identify exons that are regulated by alternative splicing or alternative transcriptional events that are specifically involved in the ER stress response.

## Conclusion

Gene expression is a composite of the output of transcription and of additional processes that modulate the exon composition of individual mRNAs. Although differences in transcript abundance have routinely been used as indicators of cell activity, it is clear that both the amount and the sequence diversity of transcripts are important contributors to the expression complexity of human cells. Strategies examining multiple forms of gene expression changes are likely to provide a broader definition of cell behavior than are studies aimed at singular expression responses. These data expand our understanding of how cells respond to elevated [Ca^2+^]_i _at the transcript and individual exon levels.

## Materials and methods

### Cell culture, KCl membrane depolarization, and TPG treatment

Human neuroblastoma IMR-32 cells (ATCC, Manassas, VA, USA) were cultured at 37°C in a humidified atmosphere with 5% carbon dioxide in Eagle's minimum essential media (EMEM; ATCC), modified to contain the following: Earle's balanced salt solution, nonessential amino acids, 2 mmol/l L-glutamine, 1 mmol/l sodium pyruvate, and 1.5 g/l sodium bicarbonate, with 10% fetal bovine serum (Invitrogen, Carlsbad, CA, USA) and penicillin/streptomycin. Before membrane depolarization or ER stress studies, cells were grown in EMEM serum to 70% to 90% confluency and were then serum starved for 48 hours with two changes of serum-free EMEM. Stimulus treatments were performed as described previously [21], except that a HEPES-KCl depolarization solution was prepared using tissue culture grade reagents (Sigma, St. Louis, MO, USA). IMR-32 cells were treated with 50 mmol/l KCl for 0.5, 1.5, 3, 6, 12, or 24 hours, or were exposed to 5 μmol/l TPG (Tocris Bioscience, Ellisville, MO, USA) for 24 hours.

## RNA extraction and reverse transcription PCR

Total cellular RNA was extracted using TRIzol Reagent (Invitrogen), in accordance with the manufacturer's instructions. RNA was further purified using 2 U/ml Turbo DNase (Ambion, Austin, TX, USA) and then applied to and eluted from RNeasy Mini Spin Columns (Qiagen, Valencia, CA, USA). cDNA synthesis from 2.5 to 5 μg aliquots of total RNA was performed using random hexamers and Superscript III (Invitrogen). PCR was carried out on cDNA with gene specific primers. We verified the absence of contaminating genomic DNA in our RNA preparations by omitting the reverse transcriptase in the reverse transcription reactions and then performing PCR with exon-junction spanning primers to *β-actin *and *GAPDH*. We did not observe DNA contamination with this purification method.

### Array hybridization and microarray analysis

All RNA processing, array hybridizations, and scanning were performed by the Dana-Farber Cancer Institute MicroArray Core. Total RNA was processed using a 'Technology Access Gene Chip Eukaryotic Whole Transcript' protocol from Affymetrix (Santa Clara, CA, USA). Except for three modifications, this protocol is the same as that currently recommended for exon array processing in the [63]. We applied the following three modifications: 100 ng starting RNA (rather than 1 μg) was used; the rRNA reduction step was not carried out; and in the second cycle of cDNA synthesis, a second cDNA strand was synthesized before the clean-up and labeling steps. At the time these experiments and the array hybridizations were performed, the rRNA reduction step was not a part of the Affymetrix protocol. Biological triplicate RNA samples from untreated cells and cells KCl depolarized for 0.5, 1.5, 3, 6, 12, and 24 hours as well as cells exposed to TPG for 24 hours were analyzed on a total of 24 arrays. We quantile normalized all 24, then used the Affymetrix Probe Logarithmic Intensity Error algorithm to generate both exon and transcript level expression estimates. To select actual signal, we discarded from further data analysis those transcripts and exons belonging to the lower quartile of their respective datasets. These data have been deposited in National Center for Biotechnology Information's Gene Expression Omnibus (GEO) [64] and will be accessible through GEO series accession number GSE6976.

### Differential exon and transcript expression

Differential expression between each time point and the initial time point was tested via a moderated *t*-test, and an overall call for all times was generated via a moderated F-test [33]. Moderated *t*-tests and F-tests have the same interpretation as their ordinary equivalents. The difference is that standard errors have been moderated across probe sets by shrinking them toward a common value via an empirical Bayes procedure, which borrows power from the entire collection of probe sets. *P *values from the F-test were corrected for multiple testing to control the FDR, as described previously [34]. The FDR level for the transcript dataset was chosen to be 0.005. This value was empirically chosen from comparison with the receiver operating characteristic curve (Additional data file 6 [part B]). Because the exon probe sets contain fewer probes, and hence are subject to more noise, we selected a more relaxed FDR level of 0.01 for the exon dataset. For each selected probe set, a nested-F approach was applied to identify at what time points the probe set was significantly differentially expressed with respect to time 0. Each t-statistic was called significant if the F-test was still significant when all of the larger t-statistics were set to the same absolute size as the t-statistic in question. For each of the time points that passed the nested-F test, a fold change was computed. Only probe sets with a fold change of 1.5 or greater in at least one of the significant time points were retained in the analysis. The same procedure was used to test for differential expression between the TPG treatment and KCl treatment at 0 and 24 hours.

Because transcript estimates are a direct composite of individual exon use, we expected the two datasets to overlap significantly. Indeed, when an FDR of 1% was applied to the exon datasets, 72% (KCl) and 91% (TPG) of the components of the transcript datasets were recognized as containing significantly changing exons (Figure 2). The outlying fraction of the transcript dataset represents those transcripts for which no single exon passed the selection criteria. This occurs because of greater variability at the probe set level. Increasing the stringency of the exon FDR to 0.5% lowered the intersection to 52% (KCl) and 83% (TPG) of the transcript datasets. Although there is a drop off in the intersection, particularly between the KCl datasets, an 0.5% FDR exon cut-off still demonstrated similar trends between the transcript and exon datasets in the global response to elevated [Ca^2+^]_i_, as reflected in subsequent GO analyses (not shown).

### Clustering analysis

We applied a correlation analysis [35] to each list in order to separate both transcripts and exons into groups with similar expression profiles. Hierarchical clustering with a correlation-based distance was used to identify the six top classes of expression profiles. A representation of the typical trend in each class was obtained as follows. Each probe set expression profile was normalized by subtracting its mean and dividing by its standard deviation. All normalized expression values of all probe sets in the class in question were then pooled together and mean and standard deviation was computed at each time point:

$$\{\begin{array}{c} {\bar{\text{y}}}_{\text{j}}^{\text{C}}=\sum_{{\text{i}}_{\text{c}}\text{k}}{\bar{\text{y}}}_{{\text{i}}_{\text{c}}\text{jk}}/{\text{N}}_{\text{c}}{\text{n}}_{\text{r}}\\ \sigma_{\text{j}}^{\text{C}}=\sqrt{\sum_{{\text{i}}_{\text{c}}\text{k}}{\left({\bar{\text{y}}}_{{\text{i}}_{\text{c}}\text{jk}}-{\bar{\text{y}}}_{\text{j}}^{\text{C}}\right)}^{2}/\left({\text{N}}_{\text{C}}{\text{n}}_{\text{r}}-1\right)} \end{array}$$

Where the following are the normalized expression profiles:

$${\bar{\text{y}}}_{{\text{i}}_{\text{c}}\text{jk}}=\left({\text{y}}_{{\text{i}}_{\text{c}}\text{jk}}-\frac{1}{{\text{n}}_{\text{t}}{\text{n}}_{\text{r}}}\sum_{\text{jk}}{\text{y}}_{{\text{i}}_{\text{c}}\text{jk}}\right)/\sqrt{\frac{1}{{\text{n}}_{\text{t}}{\text{n}}_{\text{r}}-1}\sum_{\text{jk}}{\left({\text{y}}_{{\text{i}}_{\text{c}}\text{jk}}-\frac{1}{{\text{n}}_{\text{t}}{\text{n}}_{\text{r}}}\sum_{{\text{j}}^{\prime }{\text{k}}^{\prime }}{\text{y}}_{{\text{i}}_{\text{c}}{\text{j}}^{\prime }{\text{k}}^{\prime }}\right)}^{2}}$$

And where ${\text{y}}_{{\text{i}}_{\text{c}}\text{jk}}$ is the expression level for the k^th ^replicate at time j for gene i_C _in cluster C containing N_C _genes, and n_t _and n_r _are the total number of time points and replicates, respectively.

### PCR-based microarray validation

cDNA quantification was performed by semi-quantitative PCR and quantitative PCR. Primer sets targeting transcript regions were designed using Primers3 [65]. PCR was carried out in 40 μl reactions with Platinum Taq (Invitrogen). The linear amplification range for each primer pair/target amplicon was found empirically by titrating amounts of input cDNA. See Additional data file 6 for all oligonucleotides used in this study. PCR products were electrophoresed through either 8% polyacrylamide/Tris-Borate-EDTA buffer (TBE) or 2% to 4% agarose/Tris-Acetate-EDTA buffer (TAE) gels, stained with sybrGold (Invitrogen) or ethidium bromide, and visualized using a 595 FluorImager (ABI; Molecular Dynamics, Foster City, CA, USA) or an Alpha Imager (Alpha Innotech, San Leandro, CA, USA). In the case of quantitative PCR, signal intensities from TIF images were quantified using QuantityOne software (BioRad, Hercules, CA, USA).

### Gene Ontology

GO analyses were performed using the online tool GOstat [36,37]. To determine GO term enrichment, transcripts were compared against the complete set of annotated genes in the human GO gene associations database. The *P *value refers to the results of a Fisher's exact test. FDR (Benjamini) was used as the correction for multiple hypothesis testing.

### Cloning and DNA sequencing of splice forms

PCR products from splicing reactions were subcloned into the pCRII vector using the TOPO-TA Cloning Kit (Invitrogen), in accordance with the manufacturer's instructions. Subsequent colonies were selected for DNA inserts based on blue/white selection. DNA prepared from positive colonies was screened by EcoR1 digestion. Minipreps corresponding to unique restriction banding were submitted for automated sequencing to the Molecular Biology Core Facilities at the Dana-Farber Cancer Institute.

### Exon classification

Based on RefSeq gene annotations, exons of multi-exon genes were classified as constitutive, cassette, partially 5' spliced, or partially 3' spliced, according to the following criteria. Two exons 'agree' if there is one RefSeq isoform that contains them both. A constitutive exon is one that belongs to all isoforms. An exon was considered partially 5' spliced or 3' spliced if it shares the same chromosome, orientation, and either the 5' end-point or the 3' end-point with some other exon, respectively. If an exon is not partial 5' or partial 3', and not constitutive, then it is considered a cassette exon. Exons were also classified as to their position in a transcript. We evaluated an exon either as initial (5'), final (3'), or internal if it was the first, last, or positioned elsewhere, respectively, in a transcript. Note that this classification is not exclusive. An exon can be considered a starting exon of one isoform but an internal exon of another isoform. For each isoform position classification group, we counted the number of exons according to their splicing classification for all RefSeq isoforms and for each exon list. To assess statistical significance for enrichment, we took the overall genome exon splicing class proportions as parameters for a multinomial null distribution and used a binomial test on the counts for each class. The same procedure was used to compare exon dataset counts with GenBank mRNAs.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a figure of PCR data confirming the stimulus-induced transcription of known mRNAs. Additional data file 2 is a table containing the transcripts affected by elevated [Ca+]_i_. Additional data file 3 is a table containing the exons affected by elevated [Ca+]_i_. Additional data file 4 is a figure presenting the distribution of the number of exons identified as changing in the KCl datasets. Additional data file 5 is a table listing the GO categories enriched among transcripts affected by elevated [Ca+]_i_. Additional data file 6 is a figure presenting analyses of transcript and exon PCR validation. Additional data file 7 is a figure presenting quantification of transcript PCR validation. Additional data file 8 is a table listing the GO categories enriched among transcripts affected at the exon level by elevated [Ca+]_i _through KCl treatment. Additional data file 9 is a figure presenting examples of splice form diversity identified from array data and verified by PCR. Additional data file 10 is a table of PCR primers used in this study.

## Abbreviations

[Ca^2+^]_i_, intracellular Ca^2+^; ER, endoplasmic reticulum; FDR, false discovery rate; GO, gene ontology, NMD, non-sense mediated decay; PTC, premature stop codon; TPG, thapsigargin.

## Authors' contributions

AEM designed the study, evaluated the results, and wrote the paper. ASB designed the study, performed statistical analyses, evaluated the results, implemented the computational framework, supported the work, and wrote the paper. EAF designed the study and supported the work. PAS designed the study, supported the work, and wrote the paper. NN performed statistical analyses, evaluated the results, and implemented the computational framework. LEC performed statistical analyses, evaluated the results, and implemented the computational framework. CAM performed statistical analyses.

## Supplementary Material

Additional data file 1 Presented is a figure of PCR data confirming the stimulus-induced transcription of known mRNAs. Click here for file

Additional data file 2 Presented is a table containing the transcripts affected by elevated [Ca^2+^]_i_. Click here for file

Additional data file 3 Presented is a table containing the exons affected by elevated [Ca^2+^]_i_. Click here for file

Additional data file 4 Presented is a figure presenting the distribution of the number of exons called as changing in the KCl datasets. Click here for file

Additional data file 5 Presented is a table listing the GO categories enriched among transcripts affected by elevated [Ca^2+^]_i_. Click here for file

Additional data file 6 Presented is a figure showing analyses of transcript and exon PCR validation. Click here for file

Additional data file 7 Presented is a figure showing quantification of transcript PCR validation. Click here for file

Additional data file 8 Presented is a table listing the GO categories enriched among transcripts affected at the exon level by elevated [Ca^2+^]_i _through KCl treatment. Click here for file

Additional data file 9 Presented is a figure showing examples of splice form diversity identified from array data and verified by PCR. Click here for file

Additional data file 10 Presented is a table of PCR primers used in this study. Click here for file

# Supplementary material for: Exon expression profiling reveals stimulus-mediated exon use in neural cells
**Source:** Genome Biol. 2007 Aug 2;8(8):R159. doi: 10.1186/gb-2007-8-8-r159
**Supplement:** Additional data file 1 — Presented is a figure of PCR data confirming the stimulus-induced transcription of known mRNAs.

Additional data file 1

A

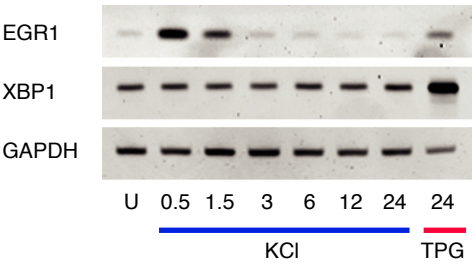

B

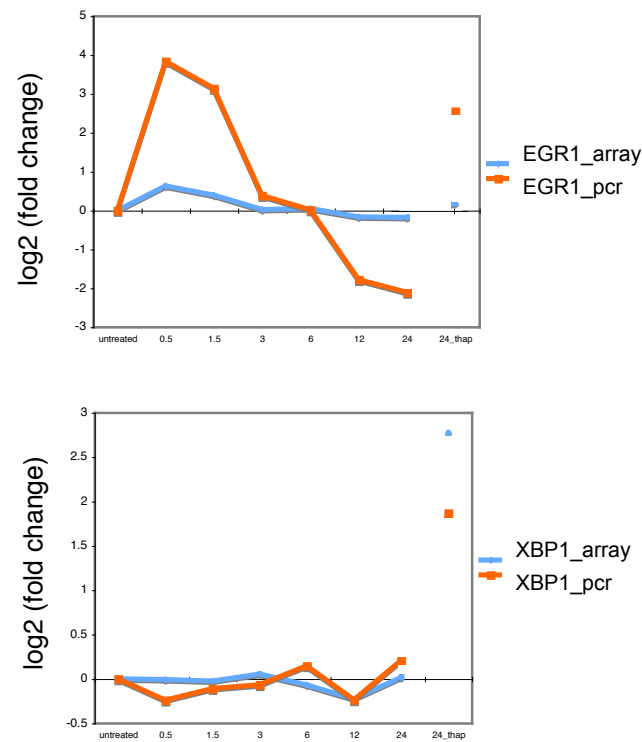

Validation of KCl and TPG-induced gene expression.

PCR data confirmed the stimulus-induced transcription of mRNAs known to be affected by KCl and TPG in similar neuroblastoma cells or in other neural systems. A) Human IMR-32 neuroblastoma cells were treated with 50 mM KCl for 0.5, 1.5, 3, 6, 12, or 24 hours or with 5 μ M TPG for 24 hours. PCR performed on cDNA from untreated (U), KCl- or TPG-treated cells revealed temporal induction of the immediate early gene, early growth response (EGR1) in response to KCl and TPG as well as increased expression of the stress response X-box binding protein (XBP1) gene upon TPG treatment. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) served as a loading control. 

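EGR1 was followed on the arrays at the same times. After the first time point its log2 change was 0.38 at 1.5 h (adjusted p = 0.459, unadjusted p = 0.00935), 0.02 at 3 h, 0.05 at 6 h, -0.19 at 12 h and -0.19 at 24 h of KCl (adjusted p = 0.27), with an SE of 0.13 for each. In fits chosen after the values were seen, the 1.5 h rise passed with the first-to-last exon balance as a covariate (0.46, adjusted p = 0.00461) and with the intron control level (0.56, adjusted p = 0.0418), and EGR1 was lower at 24 h with the balance covariate (-0.33, adjusted p = 0.00334) and without the third arrays of KCl at 12 h and 24 h (-0.31, adjusted p = 0.0401). These covariate fits called far more transcripts at 1.5 h than the main fit, so passing there says little about EGR1 alone. The mean signal of EGR1 was 474 at 1.5 h and 319 at 24 h. As a loading control, the GAPDH transcript (NM_002046) had an estimate of 0.19 at 24 h of KCl that did not pass (SE 0.08, adjusted p = 0.0744) but passed after median centring of the arrays (0.28), and was higher by 0.30 at 12 h (adjusted p = 0.0112, lost after a further quantile normalization).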

B) Quantification of the PCR products reveals a 14-fold up-regulation of EGR1 at the earliest KCl time point that returns to basal levels by 6 hrs. EGR1 is also induced upon prolonged TPG treatment. 

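The EGR1 transcript had a mean signal of 410 after 24 h of TPG, a log2 change of 0.18 (adjusted p = 0.273), and its F-test over the TPG comparisons gave an adjusted p of 0.0585. TPG and KCl at 24 h differed by 0.37 (adjusted p = 0.0322). Some other immediate-early genes rose with TPG, including ATF3 by 3.86 (SE 0.10, adjusted p = 3.71e-17) and PPP1R15A by 2.66 (adjusted p = 4.43e-15). Over the list of 26 such genes, 7 rose and 6 fell (set test adjusted p = 0.0439, and adjusted p = 0.4 with an estimated correlation). The median log2 change over the list was 0.18, far below that of the genes named.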

XBP1, in contrast, is selectively up-regulated by TPG. Shown are log (base 2) plots of the array and PCR data for these transcripts, normalized to GAPDH at each time point. 

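The arrays measure each transcript against the whole normalized array, whereas the plots described here divide by one gene. With TPG the GAPDH transcript did not pass (-0.11, adjusted p = 0.258), but did after a further quantile normalization (-0.27), and ACTB (beta-actin) fell by 0.32 (SE 0.08, adjusted p = 0.00383). TPG and KCl at 24 h differed by -0.30 in GAPDH (adjusted p = 0.00565).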

Note that while the array data accurately determines the direction of change (either up- or down-regulated), the magnitude of change is often different than measured by qPCR.

# Supplementary material for: Exon expression profiling reveals stimulus-mediated exon use in neural cells
**Source:** Genome Biol. 2007 Aug 2;8(8):R159. doi: 10.1186/gb-2007-8-8-r159
**Supplement:** Additional data file 8 — Presented is a table listing the GO categories enriched among transcripts affected at the exon level by elevated [Ca2+]i through KCl treatment.

Additional data file 8

Gene Ontology Categories Enriched in the KCI-Exon dataset

Gene<br>Ontology<br>Category	0.5h	p-value	1.5h	p-value	3h	p-value	6h	p-value	12h	p-value	24h	p-value	total
apoptosis									118	5.91E-12	122	1.28E-12	692
calcium ion<br>binding	53	0.00344	51	4.07E-05	46	0.000908	70	4.02E-05	176	3.09E-06	178	8.03E-06	1348
calmodulin<br>binding	13	0.000975	12	0.000813					39	6.58E-13	36	1.17E-09	139
cell adhesion	62	3.47E-15	44	1.23E-07	54	3.11E-16	51	0.000325	137	1.01E-07	142	2.38E-08	946
cell cycle							55	3.72E-07	178	2.49E-30	195	3.07E-39	871
cellular<br>metabolism							445	5.40E-07	1375	1.45E-25	1434	1.94E-30	12279
endoplasmic<br>reticulum									129	1.70E-17	132	8.02E-18	685
intrinsic<br>plasma<br>membrane	94	5.30E-26	70	6.58E-16	71	8.97E-18	65	0.0017	204	3.07E-13	203	1.34E-11	1363
mitochondria									155	3.70E-25	151	2.17E-21	771
mRNA<br>processing									64	4.23E-17	68	1.47E-21	243
RNA splicing									39	1.96E-11	43	1.75E-14	148
transcription							37	7.88E-07	100	2.67E-15	108	6.65E-19	507
phosphate<br>transport	22	2.64E-11	16	0.000274	14	0.00195							215
regulation of<br>kinase<br>activity	16	2.80E-05			10	0.00996							149
protein<br>kinase<br>cascade							28	2.35E-08					303

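This supplementary table gives numbers of genes for each gene ontology category, and such numbers depend on how many genes carry a call at each time. On the arrays, 564 of 15556 genes with a tested probe set carried a called one at 0.5 h of KCl, 419 at 1.5 h, 357 at 3 h, 1192 at 6 h, 3449 at 12 h and 3846 at 24 h, and 5041 did at some time. No gene ontology annotation was used here, and gene lists took its place.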

Number of genes and the p-value associated with each gene ontology category, by time point.
The final column lists the total number of genes in each GO category.

How the deposited data were processed for this re-analysis (not part of the article)

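Human IMR-32 neuroblastoma cells were measured on Affymetrix exon arrays, 24 in all, in 8 groups of 3: untreated cells, 6 times in KCl and 24 h in thapsigargin (TPG). The paper calls the replicates biologic triplicates, and 3 arrays per group limit the precision. No scan date is given in the sources used here. The array names follow 3 styles that go with the time points: untreated cells, 12 h, 24 h and TPG share one, 6 h has another, and 0.5 h to 3 h the last, so that name style and time cannot be told apart at the early times.

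The deposited intensity values are PLIER signals in whole numbers: according to the paper and the submitters' description, the authors quantile-normalized all arrays and summarized them with apt-probeset-summarize 1.4.0, once per probe set and once per whole RefSeq transcript. The authors' exon table also gives log2 fold changes that the authors computed from these signals. It gives p values and FDR-adjusted p values of the authors' F-test, and cluster numbers, as deposited. These last columns were used only to compare the sets of called probe sets.

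From the signals, 1 was added and the log2 was taken. Features with a mean over the 24 arrays in the lowest 25% were left out. A linear model with one mean per group was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with data.table 1.17.8 for reading, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The KCl datasets rest on the moderated F-test over the 6 KCl times against untreated cells, and the TPG datasets on that over TPG against untreated cells and TPG against KCl at 24 h. Benjamini-Hochberg adjusted p of the F-test had to be under 0.005 for transcripts and 0.01 for probe sets, with a 1.5-fold change at a comparison called by the nested F method of decideTests. Single comparisons were adjusted over all features within the comparison, and rose and fell are used at an adjusted p under 0.05. Every p of a single transcript or probe set in the text is from limma.

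The 18 gene lists were written from general knowledge: immediate early genes, unfolded protein response, Golgi and ER vesicle transport, sterol and fatty acid synthesis, glycolysis, hypoxia-induced genes, nucleotide synthesis, cell cycle, apoptosis, RNA splicing, calcium ion binding and transport, calmodulin binding, potassium channels, neuroendocrine and noradrenergic genes, Schwann and mesenchymal markers, blood and endothelial markers, heat shock genes, and the genes named by the paper. The last is not independent evidence. Lists were tested with camera at a preset correlation of 0.01 between genes and at an estimated one, and by fry, with one transcript per gene, the one with the highest mean signal. Lists among exon calls were tested with Fisher's exact test and with a logistic model that allows for the number of probe sets per gene. The exons of a transcript that change apart from it were sought with an index, the log2 signal of a core probe set minus the median of the transcript's core probe sets, for transcripts with at least 4 of them. Transcripts of the KCl dataset were clustered into 6 groups by average linkage on 1 minus the correlation of group means.

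The genes named follow a rule set in advance: every gene the paper names that the files hold; at KCl 0.5 h, KCl 24 h and TPG the 10 largest rises and 10 largest falls with an adjusted p under 0.05, all arrays beyond all untreated arrays and a gene name; and up to 4 members of each list and comparison with the largest change at an adjusted p under 0.05. The first lines of Additional data files 2 and 3 had been seen when the rule was written. Genes outside it are said to be chosen after their values were seen.

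The procedure was tested on simulated data. Of the transcripts shifted by 0.8, 1.5 and 3 on the log2 scale, the dataset procedure recovered 73.1%, 97.0% and 100%, with 0 other calls. An adjusted p under 0.05 in the single comparison recovered 89.6%, 98.5% and 100%, with 9 other calls among 201. The index recovered 200 of 200 shifted exons with 0 other calls. A list of 40 genes shifted by 0.5 was found by camera, and an unshifted list was not. The simulated genes varied independently, so this does not test camera where the genes of a list are correlated. Pairs of arrays were checked for duplicates, and the highest share of identical values between 2 arrays was 5.80%. The alternatives tried were no filter and a mean of 32 or more, a pseudocount of 16, other FDR thresholds, no logarithm, a further quantile normalization or median centring, fits of only the arrays compared, a replicate block, each array left out in turn, and others chosen after the results were seen. Other splits of the arrays into groups were made 100 times for the transcript datasets, 25 times for exons and in all 10 ways of 3 against 3 for single comparisons. The PCR, cloning and sequencing and the gene ontology tests of the paper were not analysed here.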

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

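Chosen only after the result was seen were the tests of treatment with KCl and of exon use apart from the transcript, the fits with the intron control level or the first-to-last exon balance as covariate, the test of the change that first exons keep, and the count by probe set.

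Some values stood out because both treatments differ in them by a test of the difference or move opposite ways. The median difference between TPG and KCl at 24 h was 0.07 (0.07319) for 26 immediate early genes, of which 8 were higher and 2 lower with TPG (near the 0.01 of all transcripts; set test adjusted p = 0.0367, and 0.315 with an estimated correlation), 1.73 for the unfolded protein response genes (1.734) and 1.09 (1.089) for the Golgi and ER vesicle transport genes, and 26 transcripts moved opposite ways. Others stood out because the paper does not describe the data they come from. The intron control probe sets lay higher at 24 h of KCl than in untreated cells by 0.49 (0.4906). Called probe sets with no RefSeq transcript in the authors' table numbered 27971 with KCl and 45668 with TPG, or 76.5% and 65.4% of the calls. Such probe sets were called less often than those with a transcript (3.34% and 3.88% with KCl, 5.46% and 10.9% with TPG).

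The transcripts that were higher at 24 h of KCl are dim, and the intron controls were highest in the same group. If a higher background on these arrays were the whole reason, the rises should shrink when the intron control level of each array enters the fit. They did not shrink: the fit kept 130% of the median rise (from 0.67 to 0.88), and 145 of the 187 transcripts were still called. The 95% interval of 125 to 135 comes from redrawing transcripts, not arrays. This fit cannot decide, because its slope rests on differences between arrays of the same group. There, intron and exon controls mostly moved together, as in untreated replicate 1 (5.45 and 9.53) and replicate 2 (5.05 and 9.33). At 24 h of KCl they parted, by 0.49 and -0.15 against untreated cells. A fit with the first-to-last exon balance kept 88.6% of the median rise (85.4 to 91.3), with 97 of the 187 still called. Its slope also rests on differences within groups and its interval on transcripts, so it does not decide either. An effect of the treatment on these 187 transcripts stays open, because the level of the controls and the treatment go together, and it may be a biological one only as a hypothesis.

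With KCl, 5782 of 8214 called core probe sets lay in transcripts found by exons alone, and with TPG 7999 of 23340 did. If these were weak changes of the whole transcript, the other probe sets of the transcript should move the same way, and at 24 h of KCl they did for 82.2% of 4031 probe sets (95% interval 81.0 to 83.4; 74.1% of those that rose and 86.8% of those that fell). The interval rests on probe sets, not arrays. A change of the transcript below the thresholds is therefore a candidate explanation for many of them. Exon use apart from the transcript was called for 24.54% of 5782 such probe sets with KCl. For the rest it cannot be told apart from the first explanation, because a missing call does not show that an exon moved with its transcript.

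Counted by exon, first and last exons were over-represented among changed exons with KCl, and last exons with TPG. Counted by probe set, last exons with KCl were not called more often than internal ones (3.51% and 3.75%). With signal level allowed for, the odds ratio was 1.05 (95% interval 0.981 to 1.13). Also counted by probe set and with signal level allowed for, first exons were still called more often with KCl than internal ones (odds ratio 1.43, 95% interval 1.34 to 1.52). Signal level and the count by exon therefore do not account for this excess. The number of probe sets per exon was not in the model, and the intervals rest on probe sets, not arrays. With the intron control level in the fit the odds ratio was 0.588 (0.455 to 0.761), which met the bound set for background as the cause, but that fit called only 2914 probe sets, and the same first exons kept 108% of their median change (104 to 114), so whether background could contribute is open. With the first-to-last balance of the arrays in the fit they kept 93.8% of it (91.7 to 95.9). For last exons with TPG, the odds ratio was 1.2 with signal level allowed for, and the cause cannot be told apart.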

How the results depend on the processing

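Chosen only after results were seen were the fits with the intron control level or the first-to-last exon balance as covariate, the fit without the third arrays of KCl 12 h and KCl 24 h, the matching by gene and the count by probe sets. The number of arrays, the whole-number signals near 0 and the dimmest features limit all results. Rescaling of the arrays moves the ratio of rises to falls, and cells of 3 arrays leave single arrays weight. Core probe sets were not averaged into transcripts, since whole-transcript values exist. The cause of a difference between settings was not tested.

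Transcripts with a changed exon (main KCl 5294, TPG 7763) numbered for KCl 3115 at FDR 0.005, 11099 at FDR 0.05, 678 with the intron control covariate, 3128 with no filter, 8340 with no log and 2712 with only the arrays compared. For TPG they were 11999 at FDR 0.05 and 766 with only the arrays compared. With the intron control covariate, the KCl transcript dataset held 5968 and the TPG dataset 7167, and without the third arrays of KCl 12 h and KCl 24 h the KCl dataset held 852. Leaving out one array gave 993 to 1809 transcripts for KCl and 3676 to 4342 for TPG, 2485 to 4981 for the KCl exon dataset (KCl 12 h replicate 1 3123, replicate 2 3021, KCl 24 h replicate 1 2485, replicate 3 2846, KCl 6 h replicate 2 3420) and 5413 to 7811 for the TPG exon dataset.

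Replicate numbers do not pair the arrays: residuals of arrays with the same number correlated at a median of -0.11 (84 pairs, -0.823 to 0.858), those with other numbers at 0.00383 (168 pairs). With a replicate block, the KCl exon dataset held 3488, the KCl probe sets that change apart from their transcript 2212, and the shares of transcripts with a changed exon were 66.7% (KCl) and 83.7% (TPG).

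Those shares were 61.4% and 80.0% at FDR 0.005, 82.9% and 92.8% when matched by gene, 55.4% and 77.2% with no filter, and 85.2% and 90.0% with pseudocount 16. For exons called by position, the KCl last exons were at 12.6% by probe sets, under their share of those tested, the TPG first exons at 8.38% at FDR 0.005 and 8.68% by probe sets, and the TPG last exons at 14.4% by probe sets. Exons that change apart from their transcript ranged with one array left out from 1583 to 3972 for KCl (KCl 12 h replicate 1 1716, replicate 2 1641, KCl 24 h replicate 1 1583, replicate 2 2218, replicate 3 1960, KCl 6 h replicate 2 1805) and from 2036 to 4867 for TPG (KCl 24 h replicate 1 2937, TPG replicates 2477, 2493 and 2483, untreated replicate 2 2036, replicate 3 2651).

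Transcripts called per comparison, by setting, were as follows. At KCl 0.5 h: balance covariate 870, intron covariate 1933, no filter 64, without the third arrays 3, and 0 with any array left out. At 1.5 h: balance 1022, intron 308, median centring 36, no filter 32, quantile normalization 10, without the third arrays 2, and 0 to 2 with one array left out (KCl 1.5 h replicate 1 2, replicate 3 0, untreated replicate 1 2, replicate 2 0). At 3 h: balance 1653, intron 880, median centring 372, no filter 90, quantile normalization 354, without the third arrays 86, and 1 to 32 with one array left out (KCl 3 h replicate 1 1, replicate 2 1, untreated replicate 2 2, replicate 3 7). At 6 h: balance 4450, intron 2280, and 529 to 1428 (untreated replicate 1 529, KCl 6 h replicate 2 652, replicate 3 643). At 12 h: balance 6634, intron 10412, without the third arrays 2756, and 2199 to 3943 (KCl 12 h replicate 3 2199, untreated replicate 1 2402). At 24 h: intron 11743, without the third arrays 3774, and 3319 to 6592 (KCl 24 h replicate 3 3319, untreated replicate 1 3855). With TPG the range was 6405 to 6868. The overlap of KCl 24 h and TPG was 443 with the balance covariate, 2761 with the intron covariate, 443 with quantile normalization, 381 without the third arrays, and 394 to 816 with one array left out (KCl 24 h replicate 3 394).

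Gene lists called at KCl 24 h numbered 8 to 10 with one array left out, at TPG 9 to 11 and at KCl 0.5 to 12 h 12 to 22. For single genes, HSPH1 at KCl 24 h went from 0.51 to -0.28 (-0.2848) with the intron control covariate and did not pass. Heat shock genes at KCl 24 h passed with quantile normalization (0.0103) and median centring (0.0452), and calmodulin binding genes with quantile normalization (0.0222).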

Differences from the paper's values

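Tests chosen only after the result was seen are the authors' filter and the count by probe sets.

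The share of last exons among changed exons differs from the paper's, but exons were also placed differently. Here each exon of a transcript had a single position, and transcripts with no internal exon were left out. The paper classified exons of all multi-exon genes by RefSeq annotation, where an exon can hold different positions in different isoforms. With KCl it was 11.8% here and 19.97% in the paper (the paper's value), and with TPG 11.6% here and 18.40% in the paper (the paper's value). Of the alternatives set before the data were examined, an FDR of 0.005 gave 12.1% and 11.9%, a mean value of 32 or more 11.7% and 11.4%, and a pseudocount of 16 gave 11.9% and 11.4%, and each of these also differs from the paper's value. No setting tried reached it, and none changed how exons were placed. The count by probe sets, chosen after seeing the values, came closest with 12.6% and 14.4%.

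Other statements of the paper come out differently in words. The paper finds first exons enriched with TPG, and here, with exons placed differently, they were not: by exon 8.78% of the calls were first, against 9.05% of those tested. By probe set first exons were called less often than internal ones (8.95% and 11.3%). With signal level allowed for, the odds ratio was 0.757 (95% interval 0.72 to 0.796, over probe sets and not arrays). EGR1 was the only transcript in its cluster in the paper and shared a cluster here. Genes of calcium ion binding are described as rising, and here at 24 h of KCl members fell more often than they rose except after a further quantile normalization, where more rose, and after median centring, where as many rose as fell. With TPG more fell than rose in each of these settings. The paper's statement rests on gene ontology enrichment within clusters, so both the gene set and the measure differ from these counts over 54 listed genes. None of the 54 lay in the cluster that rose late with KCl. Enrichment of calcium genes among early changed exons did not pass here with a list of 69 genes, fewer than in the paper's category: at 0.5 h and 1.5 h 7.25% of them held a call, against 3.61% and 2.67% of the other genes (odds ratios 2.09 and 2.84, adjusted p = 0.948 and 0.325), which is the direction the paper describes. OVGP1 was dropped by the signal filter and rose without it, and of the probe sets listed for KCNH4, 3757706 was not called with either stimulus and 3757708 was called with TPG alone. The supplement describes EGR1 as also induced by TPG, and here it did not pass. It did with the intron control covariate (0.38), a fit chosen after the values were seen, whose slope rests on differences between arrays of the same group. The Golgi and ER genes did not pass as a set in any of the larger clusters, the only ones tested. They came closest in the cluster that fell with KCl alone (odds ratio 4.79, adjusted p = 0.135, Fisher's exact test). The list also holds genes of forward transport, whereas the paper names retrograde transport, so the sets differ.

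The counts of changed transcripts lie near the paper's under the main settings. With the filter read as leaving out a feature only where every group mean compared is low, chosen after the values were seen, the KCl dataset held 1504 transcripts and the TPG dataset 4288, and the exon datasets fell in 4396 and 7395 transcripts. Of the authors' own calls, 25503 of 26840 KCl probe sets and 97.5% of TPG probe sets are among the calls here. The reverse does not hold, because more probe sets were called here (36551 with KCl and 69870 with TPG). The authors' calls in the exon table fell in 4114 RefSeq transcripts with KCl and 7376 with TPG, fewer than the paper's text gives.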

Other observations

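Chosen only after results were seen were the fits with the array covariates and the fit without the third arrays of KCl 12 h and KCl 24 h.

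Genes that low oxygen induces fell with both stimuli. Of 17 such genes 15 fell at 24 h of KCl and none rose (15 adjusted over the list alone), with a median of -0.97 relative to all transcripts (set test adjusted p = 1.72e-07, and adjusted p = 0.468 with an estimated correlation). With TPG 11 fell and 2 rose (11 and 2 adjusted over the list alone; set test adjusted p = 0.00477, and adjusted p = 0.65 with an estimated correlation). The phosphofructokinase regulator PFKFB3 fell by 1.47 at 24 h of KCl (SE 0.19, adjusted p = 1.05e-05) and by 2.25 with TPG (adjusted p = 3.01e-09). At 12 h of KCl, 13 of them had fallen (15 adjusted over the list alone; set test adjusted p = 3.76e-06, and adjusted p = 0.684 with an estimated correlation).

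Neuroendocrine identity genes went down with TPG, where 19 of 31 fell and 3 rose (20 and 4 adjusted over the list alone; set test adjusted p = 0.000555, and adjusted p = 0.471 with an estimated correlation), led by the noradrenergic regulators ISL1 at -2.34 (adjusted p = 1.18e-11) and PHOX2A at -1.50 (adjusted p = 1.09e-10). At 24 h of KCl 10 fell and 5 rose (10 and 5 adjusted over the list alone; set test adjusted p = 0.599), with ISL1 at -1.01 (adjusted p = 1.74e-05) and the catecholamine enzyme gene TH at 0.91 (SE 0.10, adjusted p = 3.24e-06). Of 26 immediate early genes, 3 rose and 6 fell at 24 h of KCl (3 and 6 adjusted over the list alone; set test adjusted p = 0.639), which was 4 and 3 after quantile normalization and 5 and 5 after median centring. With TPG 7 rose and 6 fell, or 7 and 2 and 8 and 4 in these settings (7 and 6 adjusted over the list alone; set test adjusted p = 0.0439, 0.0674 after quantile normalization and 0.055 after median centring, and adjusted p = 0.4 with an estimated correlation). At 0.5 h none of them passed in limma, and 1 rise and 3 falls had an unadjusted p under 0.05.

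Markers of other cell types were tested as a control. Of 12 Schwann and mesenchymal markers, 3 rose and 3 fell at 24 h of KCl (3 and 3 adjusted over the list alone; set test adjusted p = 0.223) and 2 rose and 5 fell with TPG (2 and 5 adjusted over the list alone; set test adjusted p = 0.528), the vimentin gene VIM at -2.08 with TPG. The list named blood and endothelial markers also holds epithelial genes. Of its 6 measured members 3 rose and none fell at 24 h of KCl (3 adjusted over the list alone; set test adjusted p = 0.0079, and adjusted p = 0.468 with an estimated correlation), where the epithelial keratin genes KRT18 and KRT8 were at 0.46 (adjusted p = 0.000631) and 0.32 (adjusted p = 0.00793) and the endothelial gene CDH5 at 0.25 (adjusted p = 0.0462, a call lost without the signal filter, 0.0528, and with the intron control covariate, 0.344); with TPG 1 rose and 1 fell (1 and 1 adjusted over the list alone; set test adjusted p = 0.306). Of 14 heat shock genes 4 rose and 1 fell at 24 h of KCl (4 and 2 adjusted over the list alone; set test adjusted p = 0.132), which was 5 and 0 after quantile normalization and 6 and 1 after median centring, and with TPG 7 fell and 1 rose (7 and 1 adjusted over the list alone; set test adjusted p = 0.0776, and 0.0234 without the signal filter and 0.0425 with the intron control covariate). Of 21 genes named by the paper, 3 rose and 6 fell at 24 h of KCl (3 and 6 adjusted over the list alone; 5 and 5 after quantile normalization and 6 and 5 after median centring) and 5 rose and 9 fell with TPG (5 and 9 adjusted over the list alone), which is not independent evidence.

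Other splits of the arrays were used to ask whether chance can be excluded. For the KCl transcript dataset the real split was the only 1 of 100 with as many calls (1429 calls, highest other 0). A random assignment of the arrays can be excluded there, but not a batch that goes with the time points. For the TPG dataset the real split was also the only 1 of 100 with as many calls (4117), but the highest other came close (3989). Splits that keep the 3 TPG arrays in one group called 2106 to 3989 transcripts and those that keep 2 together called 0 to 1723. These splits keep all or most of the TPG group, so such counts are what a response to TPG would give. The ranking therefore shows that the TPG arrays differ from the rest. It says little about which of the other arrays are untreated. For exons, the real split was each time the only 1 of 25 with as many calls, and 25 splits allow no smaller share. The counts were 36551 probe sets for the KCl dataset (highest other 110) and 69870 for the TPG dataset (highest other 21517). For probe sets apart from their transcript they were 3533 with KCl (highest other 19) and 4435 with TPG (highest other 1685). The limits given for the transcript datasets hold here too. For the single comparisons 3 against 3 arrays make 10 splits, too few to exclude chance: at 0.5 h the real and highest other were 0 and 1 (10 splits as large), at 1.5 h 1 and 8 (2), at 3 h 23 and 0 (1), at 6 h 1500 and 6 (1), at 12 h 4143 and 0 (1), at 24 h 5797 and 0 (1), and with TPG 7540 and 0 (1). For gene lists called, the real and highest other were 10 and 10 at 24 h of KCl (2 splits as large) and 10 and 10 with TPG (3 splits as large). Over 0.5 to 12 h of KCl 17 list calls were found and 36 of 100 splits gave as many (highest other 48), so chance cannot be excluded there.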
